# Aberrant maintenance of developmental transcription factor PAX6 promotes neuronal cell death via JNK3 signaling

**DOI:** 10.1038/s41419-026-08417-6

**Published:** 2026-01-29

**Authors:** Ji-Young Kim, Mi-Jin An, Jinho Kim, Chul-Hong Kim, Yuna Park, Geun-Seup Shin, Hyun-Min Lee, Ah-Ra Jo, Mi Jin Kim, Yujeong Hwangbo, Tae Kyung Hong, Jee Taek Kim, Uimook Choi, Jung-Woong Kim

**Keywords:** Epigenetics, Neural ageing

## Abstract

Retinal ganglion cell (RGC) degeneration is a hallmark of glaucoma and other optic neuropathies, yet the transcriptional mechanisms that drive stress-induced neuronal apoptosis remain incompletely understood. Here, we identify the developmental transcription factor PAX6 as an aberrantly sustained and stress-responsive regulator in mature retinal neurons. Upon NMDA-induced excitotoxic stress, PAX6 is phosphorylated by the neuronal stress kinase JNK3, without changes in total expression levels. In vitro kinase assays confirm direct phosphorylation of PAX6 by JNK3, while genetic ablation of JNK3 abolishes PAX6 activation. This phosphorylation enhances PAX6 chromatin binding and enables its co-recruitment with JNK3 to promoters of pro-apoptotic genes, including *Bax* and *Gadd45a*. Genome-wide ChIP-seq and transcriptomic analyses reveal that PAX6 and JNK3 form a transcriptional complex that drives apoptotic gene expression. In vivo, AAV-shRNA-mediated knockdown of either PAX6 or JNK3 significantly attenuates excitotoxic RGC death. These findings define a previously unrecognized transcriptional mechanism by which JNK3-mediated phosphorylation of persistently expressed PAX6 converts a developmental factor into a driver of neuronal apoptosis. More broadly, this study highlights how the dysregulation of developmental transcriptional programs in postmitotic neurons can contribute to neurodegeneration, offering new mechanistic insights into stress-induced neuronal loss in chronic neurodegenerative diseases.

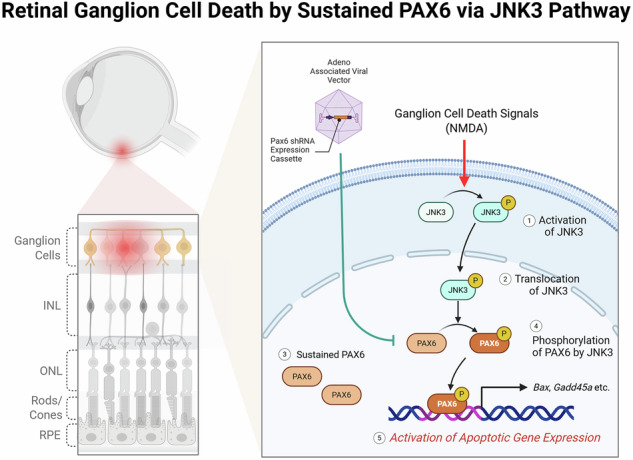

## Introduction

Neurodegeneration in the adult central nervous system (CNS) is often driven by persistent cellular stress and the maladaptive transcriptional reprogramming that follows. Although numerous intracellular signaling cascades have been implicated in this process, the precise molecular pathways linking stress-activated kinase signaling to chromatin-based gene regulation in mature neurons remain incompletely understood. In particular, the molecular switches that control the expression of pro-apoptotic genes in terminally differentiated neurons, such as retinal ganglion cells (RGCs), have yet to be fully elucidated.

Glaucoma is the most common optic neuropathy and a major cause of irreversible blindness, affecting over 80 million individuals globally [1, 2]. The disease is characterized by progressive loss of RGCs and their axons, leading to structural thinning of the neuro-retinal rim and functional deterioration of the visual field. While elevated intraocular pressure (IOP) has long been recognized as a major risk factor, a significant proportion of patients experience disease progression despite well-controlled IOP, suggesting that IOP-independent mechanisms—including oxidative stress, axonal injury, hypoxia, and glutamate-induced excitotoxicity—contribute significantly to RGC death [3, 4]. Indeed, glutamate-mediated NMDA receptor overactivation has emerged as a key pathological mechanism in experimental models of glaucoma, where it drives intracellular calcium overload, mitochondrial dysfunction, and apoptosis in the inner retinal layers, particularly within the ganglion cell layer [5, 6]. However, despite decades of research into glutamate antagonists and neuroprotective small molecules, pharmacological interventions have failed to provide consistent clinical benefit [7, 8], emphasizing the need to understand and directly target the transcriptional regulators that execute cell death programs in RGCs.

Transcription factors involved in early development are increasingly recognized to be repurposed in adult pathophysiology. PAX6, a member of the paired box protein family, is a pivotal transcriptional regulator essential for early eye morphogenesis and neural development in both invertebrates and vertebrates. Canonical *PAX6* and *PAX6(5a)* isoforms orchestrate key processes in retinal neurogenesis, including progenitor proliferation, cell fate specification, and axonal pathfinding [9, 10]. Mutations in PAX6 cause a spectrum of congenital eye diseases, including aniridia and microphthalmia [11–13]. Although PAX6 expression is tightly regulated during embryogenesis, transcriptomic analyses have revealed its unexpected persistence in the adult retina, including RGCs, horizontal cells, and amacrine cells [14, 15]. These findings raise the possibility that PAX6 may function as a latent, stress-inducible transcription factor in fully differentiated retina.

Among stress-responsive signaling cascades, the c-Jun N-terminal kinase (JNK) pathway is one of the most evolutionarily conserved and functionally diverse. The JNK family is encoded by three distinct genes: JNK1 (*Mapk8*), JNK2 (*Mapk9*), and JNK3 (*Mapk10*), with the latter being largely restricted to neuronal tissues [16, 17]. JNKs are activated by a range of cellular insults, including oxidative stress, cytokines, and excitotoxicity, and are known to regulate apoptosis, inflammation, and transcription [18–21]. In the retina, JNK activation has been shown to mediate RGC death through phosphorylation of classical transcription factors such as JUN and p53 [22], and JNK2/3-deficient mice exhibit robust protection against axonal injury and NMDA-induced excitotoxic damage [23]. However, the transcriptional consequences of JNK3 signaling in the mature retina remain poorly defined, particularly in the context of direct regulation of nuclear factors such as PAX6.

Post-translational modifications (PTMs) offer a mechanism through which transcription factors such as PAX6 can acquire context-dependent regulatory functions. Phosphorylation, acetylation, and SUMOylation are known to modulate transcription factor stability, DNA-binding affinity, and cofactor recruitment [24, 25]. PAX6 is known to be acetylated by KAT2A and phosphorylated by MAPKs, including ERK and HIPK2, modifications that fine-tune its transcriptional activity [26–28]. However, whether PAX6 can be dynamically regulated by JNK3 in mature neurons — and whether such regulation impacts pro-apoptotic gene expression — remains entirely unknown.

Together, these findings highlight a potential convergence between stress kinase signaling and developmental transcriptional regulators in the adult retina. In this study, we identify JNK3-dependent phosphorylation of PAX6 as a central mechanism by which stress signaling reprograms the apoptotic gene landscape in mature retina. We show that PAX6 is persistently expressed in RGCs and becomes phosphorylated by JNK3 in response to NMDA-induced excitotoxic stress. Phosphorylated PAX6 displays increased chromatin occupancy at pro-apoptotic loci, including *Bax* and *Gadd45a*, and facilitates the recruitment of JNK3 to these sites, forming a transcriptional complex that drives neuronal apoptosis. Disruption of either PAX6 or JNK3, via genetic knockout (KO) or AAV-shRNA, markedly attenuates RGC degeneration. These findings define a previously unrecognized stress-activated transcriptional circuit in which a developmental transcription factor is repurposed to mediate cell death, offering mechanistic insight into the gene regulatory architecture of neurodegeneration.

## Materials and methods

### Expression strains

C57BL/6 J wild type mice and *Jnk3*^*-/-*^ mice (Strain: #004322) were obtained from the Jackson Laboratory and were maintained as inbred colonies in our animal facility’s pathogen-free, individually ventilated cage housing. Mice were kept in a 12-h light-dark cycle with free access to water and food (lights come off at 20:00). Mice were housed 1-6 per cage and weaned at 3 weeks of age. All animal were approved by the Institutional Review Board of Chung-Ang University (updated IRB no. 2021-00034).

### Bioinformatics processing for scRNA-seq analysis

To profile the cell specific expression patterns in mouse and human retina, we re-analyzed mouse (GSE216694, GSE243413) and human retina scRNA-seq data (GSE196235) [29–31]. For the mouse retina data, we utilized the count matrices from these datasets. To account for technical variations arising from different studies and experiments, we integrated the two datasets and corrected for batch effect using Batch Balanced KNN (BBKNN) algorithm implemented in Scanpy [32]. Following integration, we filtered out mitochondrial and unknown genes, excluded cells with fewer than 200 detected genes, and removed genes expressed in fewer than 3 cells. Subsequently, we performed normalization and log transformation for additional cell-cell normalization. For the human retina scRNA-seq data, we integrated the eight samples from GSE196235 and applied the same preprocessing steps: integration, normalization, and filtering. After preprocessing, we applied the Leiden algorithm to cluster cells, and visualized the clustering results using UMAP in Scanpy [32]. Major cell types were manually annotated based on known cell marker genes.

### Procedure of in vivo intravitreal injection

To establish the NMDA model in mouse, intravitreal injection was performed as previously reported [20]. Intravitreal injections were performed under a microscope with a microsyringe and a 30-gauge micro syringe (Hamilton, Germany) for creating puncture and 22s-gauge of micro syringe for precise delivery, which was inserted ≈1 mm behind the cornea limbus. In control experiments, eyes (*n* = 6 retinas each; 3 independent experiments) were pretreated by injecting 1 μL of 1X PBS (pH 7.4), and in experimental groups, eyes (*n* = 6 retinas each; 3 independent experiments) were treated by injecting 1 μL of 40 mM NMDA (Sigma; corresponding to 40 nmoles) prepared in PBS.

### AAV viral vector production and subretinal injection

The *Pax6* or GFP control was knocked down using AAV viral vectors created and packaged as AAV2.7m8 by Vector Builder (Chicago, USA). For this study, a single batch of AAV2.7m8 vectors was generated, titered at 2.7 to 3.93 × 10^11^ GC/ml, stored in aliquots at 80 °C, and thawed as needed for all experiments to avoid freeze-thawing or potential variations in viral titters. To rule out batch effects due to biological individual differences, we injected each control and knock down AAV construct into the same mouse at the same time. In the left eye, we injected 2 μl of control AAV (pU6-shScramble-GFP AAV2.7m8: 3.87× 10^11^ GC/ml), and in the right eye, we injected 2 μl of knockdown AAV (pU6-shPax6-GFP AAV2.7m8: 3.93 × 10^11^ GC/ml). The retinas were collected separately for IHC two weeks later.

### Immunohistochemistry (IHC)

Mouse retinas or human retinas (IRB no. 2106-006-465) were enucleated and the retinas were excised rapidly by removing the lens in cold PBS. Retinal tissues were fixed with 4% paraformaldehyde (#15710; Electron Microscopy Sciences, Hatfield, PA, USA), and samples were then incubated for 1, 3, and 12 h in solutions containing 10%, 20%, and 30% sucrose-PBS, respectively. The retina was embedded in OCT compound or 7% agarose gel (4583, SAKURA, CA, USA) and then sectioned using a cryotome (CM1850, Leica, Germany) or a vibratome (7000SMZ, Campden Instruments, England). Sections were incubated with 1X sodium citrate buffer (Millipore, 21545) for 10 min at 95 °C for recovering the masked antigen, permeabilized for 10 minutesin PBS containing 0.1% Triton X-100 and then incubated for 1 h in a blocking solution containing 5% normal goat serum in PBS containing 0.1% Triton X-100. Overnight at 4 °C, primary antibodies were incubated. After washing with PBS, secondary antibodies were incubated for 1 h at 23-25 °C in the dark. For 3 min in the dark, the nucleus was counterstained with 5 μg/ml 4’,6-diamidino-2-phenylindole (DAPI). The fluorescence images were created using a Nikon Ti2-E confocal microscope and the NIS-elements BR program (v.5.21.00, Nikon, Japan). Three biological replicates (*n* = 3) were performed for the IHC experiments, and representative images are shown. All antibodies used in this study are provided in Table S9.

### Immunoprecipitation and immunoblot

The retinal tissues were lysed in a solution including 0.1% sodium dodecyl sulfate (SDS), 1% Nonidet P-40, and 1 mM PMSF, 1% Triton X-100, 150 mM NaCl, 50 mM Tris-HCl (pH 7.5). After homogenizing on ice, the cell suspensions from retina tissue were centrifuged at 15,000 g for ten minutes at 4 °C. For immunoprecipitation assays, supernatants were precleaned with 20 μl of protein A/G magnetic agarose beads (50% slurry) for 1 h at 4 °C. Following preclearing, the supernatants were incubated with the appropriate primary antibody overnight at 4 °C with gentle rotation to allow antigen-antibody complex formation. Subsequently, 40 μl of protein A/G magnetic agarose beads were added and incubated for an additional 4 h at 4 °C to capture the immune complexes. The beads were washed three times in PBS before being resuspended in 2X SDS sample buffer and boiled for ten minutes. The protein samples were electrophoresed on an 8-10% SDS-PAGE and transferred to a nitrocellulose membrane (ProtranTM; Whatman, Maidstone, UK). After blocking the membrane with 5% skim milk in TBS-T buffer (137 mM NaCl, 20 mM Tris-HCl, pH 7.6, and 0.1% Tween-20), the primary antibody was diluted appropriately and interacted with the membrane for an overnight at 4 °C. Membranes were washed three times with TBST for 10 min before being incubated for 1 h with a 1:5000 dilution of horseradish peroxidase-conjugated anti-mouse or anti-rabbit antibodies. Following product directions, blots were washed three times using TBST before being developed using the Western blotting luminol reagent (sc-2048, Santa Cruz). Three biological replicates (*n* = 3) were performed, and a representative blot is shown. All antibodies used in this study are provided in Table S9.

### Phosphorylation antibody array

Immunoprecipitates obtained using an anti-PAX6 antibody from mouse retinal lysates were analyzed with a commercial MAPK phosphorylation antibody array (RayBiotech, Norcross, GA, USA) according to the manufacturer’s instructions. Briefly, the membranes were blocked with blocking buffer for 30 min at room temperature, followed by an overnight incubation at 4 °C with PAX6 (Abcam, Cat ab5790) immunoprecipitants diluted 1:2 in blocking buffer. After washing steps, an antibody cocktail was applied and incubated overnight at 4 °C. This was followed by a further 2 h incubation at 4 °C with HRP-Conjugated anti-IgG at room temperature. The membranes were then treated with a peroxidase substrate and the signals were detected by the chemiluminescence imaging system. Chemiluminescence signal intensity was quantified using ImageJ software.

### Total RNA isolation and RT-qPCR

Following the manufacturer’s instructions, total RNA was extracted using the TRIzol solution (15596018, Invitrogen, CA, USA). By mixing 20 units of Rnase-free Dnase I (New England Biolabs) and 4 units of RNase inhibitor (New England Biolabs) with DEPC-treated water, contaminated genomic DNA was eliminated from 10 μg of total RNA. The reaction mixture was incubated for 10 min at 50 °C after incubation for 1 h at 37 °C. All RNA extracts had an OD260:OD280 ratio between 1.8 and 2.0, indicating high purity of the RNA. Oligo-dT (6110 A, Takara) was applied as the primer in the first step of cDNA synthesis. Total RNA (500 ng) was mixed with 1 μl of oligo dT, and distilled water and then preheated at 65 °C for 5 min to denature the secondary structures of RNA. The mixture was quickly cooled to 4 °C, before adding 10 mM DTT, 4 μl of 5X PrimeScript buffer, and 200 units of PrimeScript reverse transcriptase (#RR036A, PrimeScript™ RT Master Mix, Takara) to make a total volume of 20 μl. The reverse-transcriptase mixture was incubated at 25 °C for 5 min then incubated at 42 °C for 60 min before being stopped by heating at 70 °C for 15 min. The cDNA stock was stored at -20 °C. According to the manufacturer’s instructions, the CFX96 Real-time PCR detection equipment (Bio-Rad) and the iQ SYBR Green PCR Supermix (#1708880, Bio-Rad) were used to detect amplified cDNA samples for real-time quantitative PCR. Melting curve analysis was used to demonstrate the uniqueness of each amplified product. The -actin gene was used as for normalization. The relative mRNA expression was calculated by the 2^-(ΔΔCt)^ method.

### RNA sequencing and bioinformatical analysis

According to the manufacturer’s instructions, the TruSeq mRNA Library Prep Kit (Illumina, Inc., USA) generated the RNA-seq library. To be brief, 100 ng of total RNA from retinas (> 3 retinas) were extracted, and then reverse transcription was carried out using an oligo-dT primer that had an Illumina-compatible sequence at its 5’ end. After degradation of the RNA template, a random primer with an Illumina-compatible linker sequence at its 5’ end started the second strand synthesis. The AMPure magnetic beads (A63881, Beckman Coulter, CA, USA) were used to remove all reaction components from the double-stranded library during purification. The library was amplified to include all of the adapter sequences required for cluster generation. The finished library was purified from PCR components. High-throughput sequencing was carried out as paired-end 101 sequencing reads using NextSeq 500 (Illumina, Inc., USA). STAR-2.7.1a was used to align mRNA-Seq reads. Indices were generated from either the genome assembly sequence or representative transcript sequences for alignment to the genome and transcriptome (GRCm38.p6.101). The alignment file was used to assemble transcripts, estimate their abundances, and detect gene expression differences using RSEM (v.1.3.3). Differentially expressed transcripts were identified using EdgeR (v.3.36.0) within R version 4.1.0 (R development Core Team, 2021) using the R package.

### Production of recombinant protein

The protein sequence corresponding to amino acid 1-422 of mouse PAX6 and 1-464 of mouse JNK3 were amplified by PCR and subcloned into the pGEX-4T3 vector. E. coli BL21 (DE3) cells with plasmid were grown at 37 °C in LB medium. Protein expression was induced with 1 mM IPTG at an OD600 of ~0.6 and incubated for an overnight at 30 °C. The cells were harvested via centrifugation and resuspended in ice cold lysis buffer containing 20 mM Tris (pH 8.0), 0.1 M NaCl, 1 mM EDTA, 1X proteinase inhibitor cocktail, and 1 mM PMSF. The cells were lysed using a sonicator and centrifuged at 15,000 g for ten minutes at 4 °C. The supernatant was incubated with glutathione sepharose 4B resin (GE Healthcare Life Sciences) for 3 h and washed with the wash buffer (same as lysis buffer containing 0.5% IGEPAL CA-630) three times, and eluted with elution buffer (50 mM Tris (pH 8), 0.15 M NaCl, 100 mM reduced glutathione) for 20 min at 4 °C. Eluted GST-PAX6 and GST-JNK3 were used for kinase assays.

### In vitro kinase assay

Eluted GST-PAX6 and GST-JNK3 were mixed and incubated with 5 μCi of [γ-^32^P] ATP (Perkin Elmer, Waltham, MA) or 20 μM ATP (A2383; Sigma-Aldrich) in 30 μl of kinase buffer (25 mM HEPES (pH 7.6), 20 mM MgC1_2_, 20 mM β-glycerophosphate (G6251, Sigma-Aldrich), 0.1 mM sodium orthovanadate (S6508, Sigma-Aldrich), 2 mM dithiothreitol (D0632, Sigma-Aldrich)) for 30 min at 30 °C. The kinase reactions were terminated by the addition of 2X protein loading dye and boiled for 10 min Reaction products were separated by SDS-PAGE and analyzed by autoradiography.

### Chromatin immunoprecipitation (ChIP) assay

Retinal tissue samples were cross-linked with 1% paraformaldehyde for 10 min at 23 °C and quenched with glycine at a final concentration of 125 mM. The samples were homogenized in SDS lysis buffer (1% SDS, 10 mM EDTA, and 50 mM TrisHCl (pH 8.1)), and chromatin was sheared using a bioruptor sonicator (Diagenode) at high power for 45 cycles (30 s on / 30 s off, repeat twice). After centrifugation for 10 min at 18,500 g, samples were resuspended in ChIP dilution buffer (0.01% SDS, 1.2 mM EDTA, 1.1% Triton X-100, 167 mM NaCl, and 16.7 mM Tris-HCl (pH 8.1)). Immunoprecipitation was performed overnight on the sonicated lysates using the designated antibodies (5 μg of antibody per IP reaction). Protein A/G magnetic beads (26162, Thermo Scientific, USA) were added, and immunoprecipitations were continued for an additional 4 h. After that, the samples were washed using low-salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 150 mM NaCl, 20 mM Tris-HCl (pH 8.1)), high-salt wash buffer 0.1% (1 mM EDTA, 10 mM Tris-HCl (pH 8.0)), LiCl immune-wash buffer (0.25 M LiCl, 1% NP40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris-HCl (pH 8.1)), and Tris-EDTA buffer (1 mM EDTA, 10 mM Tris-HCl (pH 8.0)). After the last wash, the immunoprecipitates were eluted twice with 100 μl of IP elution buffer (1% SDS, 0.1 M NaHCO_3_) and the samples were reverse-crosslinked at 65 °C for an overnight. DNA/protein complexes were precipitated with 100% ethanol, air-dried, and dissolved in 20 μl of distilled water (W4502, Sigma). The list of primers for validation of ChIP-seq was described in Table S10.

### ChIP-seq library preparation and bioinformatical analysis

The TruSeq ChIP Library Preparation Kit (Set A, IP-202-1012, Set B, IP-202-1024, Illumina, CA, USA) was used to create the ChIP-seq library. To summarize, 5 μg of input and ChIP-enriched DNA were end-repaired, A-tailed, and ligated with TruSeq index adapters before being amplified. The Illumina NextSeq 500 platform was used for paired-end sequencing of all ChIP libraries. All ChIP reads in FASTQ format were aligned to the GRCm38.p6.101 mouse genome using Bowtie2 (v 2.4.4) and removed redundant reads. Peak calling was carried out using MACS2 (ver 2.2.6) with “–nomodel -f AUTO -p 0.001” options. After confirming the consistency between each replicate, we pooled extended reads and generated the bigwig track for visualization with IGV (ver.2.8.7).

### Gene ontology and gene set enrichment analysis (GSEA) analysis

Significant DEGs and ChIP-seq peaks in respective gene sets were clustered into functional gene ontologies using DAVID (http://david.abcc.ncifcrf.gov). Metascape was used to identify enriched gene ontology terms, and REVIGO was used to create scatter plots of ontology terms. GSEA analysis was carried out using (GSEA 4.1.0; http://www.broadinstitute.org/gsea/index.jsp) and the MsigDB v7.1 mouse database.

### Image analysis

The number of GCLs was counted in the middle of *Jnk3*^*+/+*^ or *Jnk3*^*-/-*^ mice inferior retina. Intensities of cytochrome c were measured within each cell’s cytoplasm by using ‘automated measurement’ plugin NIS software.

### Statistical analysis

GraphPad PRISM software was used to examine the significance of differences in result data using the Student’s t-test and Mann-Whitney U test, as appropriate. The results were described using the mean standard error of the mean (SEM) and were obtained from two or three separate experiments. Statistically significant *P* values were less than 0.05.

## Results

### PAX6 is selectively retained in mature RGC of both mouse and human retinas

Transcription factors that orchestrate retinal development are increasingly recognized to have regulatory roles beyond neurogenesis, yet their expression dynamics in adult retina remain incompletely characterized. To identify developmental transcription factors retained in the mature retina, we reanalyzed publicly available single-cell RNA-seq (scRNA-seq) datasets from adult human (GSE196235) and mouse retinal tissues (GSE216694, GSE243413) [29–31]. Dimensional reduction and clustering of the datasets revealed transcriptionally distinct populations corresponding to RGCs, amacrine, bipolar, and horizontal cells (Fig. 1A–C and Fig. S1A, B). Among the most persistently expressed developmental regulators, PAX6 exhibited high and selective expression in RGCs, horizontal, and amacrine cells across both species (Fig. 1D, E). Visualization of PAX6 transcript abundance and histological validation confirmed strong PAX6 expression in the ganglion cell layer (GCL) and inner nuclear layer (INL), where RGCs and amacrine cells reside (Fig. 1F–I). The GCL of the retina contains both RGCs and displaced amacrine cells in relatively similar proportions [33, 34]. To further clarify the cellular specificity of PAX6 expression in the GCL, we performed co-immunostaining with cell-type-specific markers. PAX6 showed minimal overlap with Calb1^+^ or ChAT^+^ amacrine cells, whereas it strongly co-localized with Brn3a^+^ RGCs (Fig. S1C). These results demonstrate that PAX6 expression in the GCL is largely confined to RGCs rather than displaced amacrine cells. Importantly, PAX6 expression is not developmentally silenced but maintained in fully differentiated retina, particularly RGCs, suggesting a potential functional role in adult retinal gene regulation and a mechanistic link to stress-induced transcriptional control in disease contexts such as glaucoma.

**Fig. 1:**
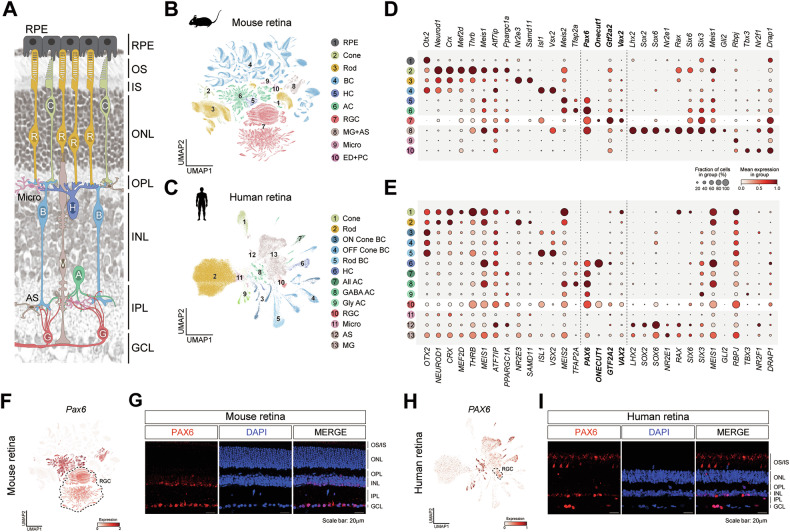
PAX6 is persistently expressed in RGCs of adult mouse and human retinas. **A** Schematic representation of neural retina structure. A, amacrine cells; B, bipolar cells; C, cone photoreceptors; G, ganglion cells; H, horizontal cells; M, Müller glia; R, rod photoreceptors. **B** t-SNE visualization of various cell types in mouse retinas, indicated using different colors and annotated into 10 transcriptionally distinct clusters (1–10 groups) based on scRNA-seq. **C** t-SNE visualization of various cell types human retinas, indicated using different colors and annotation into 13 distinct clusters (1–13 groups) based on scRNA-seq. **D, E** Feature expression heatmap showing transcription factors in the retina of mouse **D** and human **E**. **F, H** t-SNE visualization of the expression patterns of *Pax6* in mouse **F** and human **H** retinas. **G, I** Immunostaining of PAX6 (red) and DAPI in mouse **G** and human **I** retinas. Scale bar: 20 μm. The PAX6 signals in **I** observed in the outer segments of the human retina are non-specific, as PAX6 is not known to be expressed in photoreceptor outer segments, and these signals are likely result from non-specific antibody background or tissue autofluorescence.

### PAX6 regulates pro-apoptotic gene expression in NMDA-induced RGC degeneration

To directly investigate whether persistent PAX6 expression contributes to RGC vulnerability under stress, we employed a glutamate excitotoxicity model using intravitreal NMDA injection in adult mice, a well-established approach to mimic excitotoxic neuronal injury in RGCs through overactivation of NMDA-type glutamate receptors [35]. To assess the effects of excitotoxic stress in vivo, we intravitreally injected 40 mM NMDA (1 µL; *n* = 4) or phosphate-buffered saline (PBS, used as a control, 1 µL; *n* = 4) into adult WT mouse eyes (Fig. 2A). IOP remained unchanged across treatment groups, ruling out pressure-dependent effects (Fig. 2B)[36]. Hematoxylin and eosin staining revealed a selective reduction in the number of RGCs in NMDA-treated eyes compared to controls, while the outer and inner nuclear layers remained morphologically intact (Fig. 2C). This selective vulnerability of RGCs was further supported by whole-mount immunostaining showing decreased RGC density following NMDA injection (Fig. S2A, B).

**Fig. 2:**
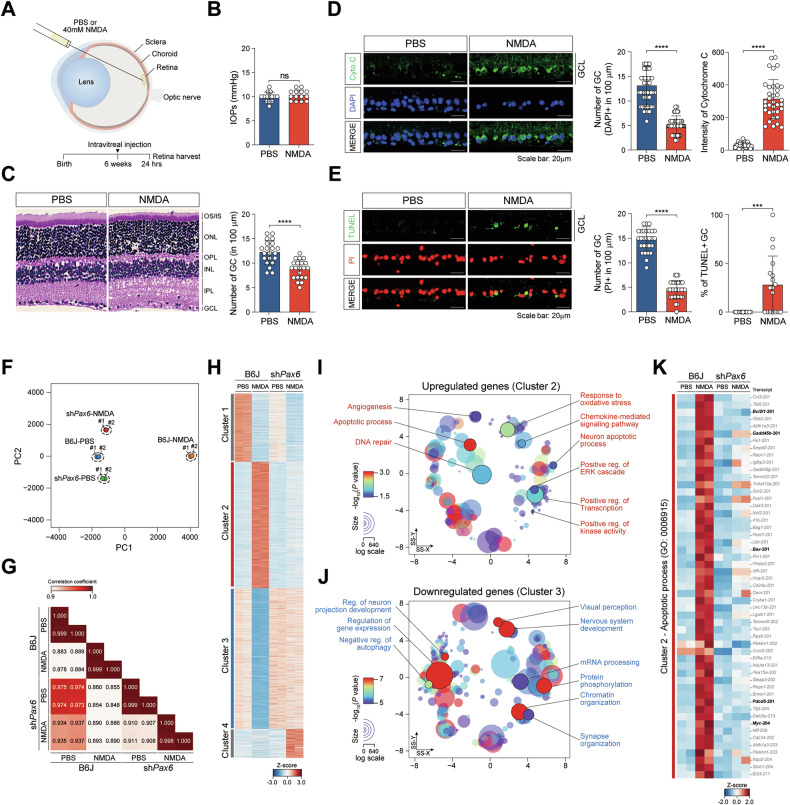
PAX6 regulates apoptotic genes in mouse retina following NMDA-induced excitotoxicity. **A** Outline of the experimental procedure for NMDA administration via intravitreal injection. **B** The bar chart represents changes in IOP in both PBS and NMDA-treated mouse retinas. **C** NMDA- and PBS-treated retinas were stained with DAPI and H&E (left); scale bar: 20 μm. Quantification of the number of GC on 100 μm in PBS and NMDA-excitotoxicity mouse retinas (right). **D** Immunostaining of cytochrome c in PBS- and NMDA-treated mouse retinas (left); scale bar: 20 μm. The number of GC and cytochrome c intensity in PBS- and NMDA-treated mouse retinas was measured using ImageJ (right). **E** Apoptotic cells in PBS- and NMDA-treated mouse retinas were detected using TUNEL assay (BrdU positive cells); scale bar: 20 μm. Number of GC and BrdU-positive GC in PBS- and NMDA-treated mouse retinas were measured using ImageJ (right). Each quantification graph includes *n* = 10 per group, representing biologically independent retinas from three different animals. All error bars represent SEM. *P* values obtained by Student’s t-test. **** *P* < 0.0001, *** *P* < 0.001, n.s., not significant. **F** PCA plot of RNA-seq data of the retina of a 2-month-old WT mouse intravitreally injected with sh*Pax6*-GFP AAV2.7m8. **G** Correlation matrix of Pearson correlation coefficient values for each indicated sample set. Shades of red indicate an increasing positive correlation coefficient. Correlation values are shown with three-decimal precision to accurately reflect the measured correlations. **H** A hierarchical clustering heatmap was generated to display genes that showed differential expressions. **I, J** A scatter plot illustrating the confidence scores for enriched gene ontologies linked to upregulated **I** and downregulated genes **J**. SS-X, semantic space X, and SS-Y, semantic space Y. **K** Heatmap showing DEGs (in PBS- or NMDA-injected) mapped to apoptotic processes in control (B6J) and sh*Pax6*-GFP AAV2.7m8 infected (sh*Pax6*) mouse retinas.

We first assessed apoptotic signaling in RGCs by examining cytochrome c release, a mitochondrial marker of apoptosis. Immunofluorescence showed significantly increased cytochrome c intensity localized within the GCL of NMDA-injected retinas (Fig. 2D and Fig. S2C). In parallel, TUNEL staining revealed a marked increase in BrdU-positive apoptotic nuclei specifically within RGCs, whereas amacrine and horizontal cells in the INL remained unaffected (Fig. 2E and Fig. S2D). These data confirm that NMDA administration induces selective RGC apoptosis in vivo, recapitulating a key aspect of glaucoma-associated neurodegeneration. To further determine whether apoptosis in the GCL also involves displaced amacrine cells, we performed co-immunostaining for cytochrome c with the amacrine marker ChAT. In PBS-treated retinas, cytochrome c release was rarely detected in either ChAT^+^ or ChAT^-^ cells. In contrast, NMDA treatment induced robust cytochrome c release predominantly in ChAT^-^ cells, which based on Brn3a staining corresponds to RGCs, while ChAT^+^ amacrine cells showed only minimal positivity (Fig. S2E). Quantification confirmed that most apoptotic cells were ChAT^-^/cytochrome c^+^ RGCs (~57%), whereas ChAT^+^/cytochrome c^+^ amacrine cells accounted for only a minor fraction (~16%) (Fig. S2F). These results demonstrate that NMDA-induced excitotoxic apoptosis in the GCL is predominantly confined to RGCs, with displaced amacrine cells contributing only minimally. To further explore the contribution of PAX6 to the excitotoxic gene regulatory response, we performed functional knockdown using AAV2.7m8 carrying shRNA targeting *Pax6* (sh*Pax6*-GFP), which was intravitreally delivered into 2-month-old mice (Fig. S3A, B). Efficient PAX6 knockdown in the retina, particularly in RGCs, was confirmed by immunostaining three weeks post-injection, with strong GFP reporter expression indicating successful AAV transduction (Fig. S3C). In contrast, retinas injected with a control shScramble-GFP vector maintained normal levels of PAX6 expression.

We next performed transcriptome-wide RNA sequencing on retinas from B6J and sh*PAX6*-infected mice following intravitreal infection of either PBS or NMDA (Table S1). 

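Retinas of B6J mice (WT) and of mice infected with AAV2.7m8 carrying shRNA against *Pax6* (sh*Pax6*) received 1 μL of PBS or of 40 mM NMDA, that is 40 nmol of NMDA, and were collected 24 h later. Each of these 4 groups was sequenced as 2 libraries, made by the paper's methods from poly(A) RNA of more than 3 retinas. None of the libraries comes from retinas that received the shScramble vector, so infection and knockdown are not separated in them. The authors aligned the reads with STAR, estimated abundances with RSEM and deposited FPKM per gene and per transcript for each library. Total reads, as the paper's Table S1 gives them, lay between 26535248 and 30854042 over the 8 libraries. The deposited FPKM hold no read counts, so the depth behind a single value is unknown. Differences were fitted with limma on log2(FPKM + 0.1) in 1 model of 6 groups of 2 libraries, which adds the JNK3 KO retinas of the same study, because 2 libraries per group give little information on the spread of a gene on their own. *Pax6*, on chromosome 2 of GRCm38 from 105668900 to 105697364, was listed in the gene table at 173.48 and 177.3 FPKM in the WT PBS libraries and at 94.56 and 92.84 FPKM in the sh*Pax6* PBS libraries. This is a log2 fold change of -0.90 (standard error 0.07, adjusted p = 6.04e-05 from limma's test with Benjamini-Hochberg adjustment), and the setting that moved it most, a correction for gene length, gave -0.82. After NMDA, *Pax6* was listed at 55.42 and 53.81 FPKM in WT and at 67.52 and 58.73 FPKM in sh*Pax6* retinas. The sh*Pax6* NMDA libraries were thus not lower than the WT NMDA libraries, with a log2 fold change of 0.21 (adjusted p = 0.0275 from limma's test), which was 0.10 without sh*Pax6* NMDA replicate 1 and lost its adjusted p below 0.05 in 4 of 12 alternative settings. The log2 fold change of *Pax6* after NMDA was -1.68 in WT and -0.57 in sh*Pax6* retinas, a difference of -1.11 between them (standard error 0.10, adjusted p = 2.83e-05 from limma's test).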

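In a principal component analysis of the deposited FPKM of all transcripts in the 8 WT and sh*Pax6* libraries, the first component carried 80.6% and the second 9.82% of the variance. The WT NMDA libraries scored 17097 and 18232 on the first component, and the other 6 libraries scored between -8519 and -4105. On the second component, the sh*Pax6* NMDA libraries scored -6812 and -4656, whereas the sh*Pax6* PBS libraries scored 1034 and 1967. Over all 12 libraries, including those of JNK3 KO retinas, the first component carried 72.2% of the variance, and 28.2% once the FPKM were put on the log2 scale.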

Principal component analysis (PCA) revealed that NMDA-treated control retinas clustered separately from both PBS-treated and PAX6 knockdown samples, indicating robust NMDA-dependent transcriptional reprogramming and its attenuation by PAX6 silencing (Fig. 2F). 

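Across all transcripts, Pearson's r of FPKM between the 2 libraries of a group was 0.999 in WT PBS, 0.998 in WT NMDA, 0.987 in sh*Pax6* PBS and 0.971 in sh*Pax6* NMDA retinas. These coefficients are across transcripts, which are not independent replicates, so no p was computed. On log2(FPKM + 0.1), r was highest in WT PBS, with 0.893 in WT NMDA, 0.832 in sh*Pax6* PBS and 0.795 in sh*Pax6* NMDA. The median absolute difference between replicates of a transcript was 0.27 on the log2 scale in WT PBS, 0.36 in WT NMDA, 0.49 in sh*Pax6* PBS and 0.63 in sh*Pax6* NMDA. Between PBS and NMDA libraries, the mean r of FPKM was 0.713 in WT and 0.950 in sh*Pax6* retinas, and 0.758 and 0.798 on the log2 scale.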

Pearson correlation analysis further confirmed high reproducibility between biological replicates (Fig. 2G). To provide an overview of global transcriptomic alterations, we generated volcano plots comparing PBS- and NMDA treated retinas in both B6J and sh*Pax6*-infected mice. These plots show the statistical significance of differentially expressed transcripts (DETs) relative to their respective fold changes (*p* < 0.05, absolute log_2_ fold-change > 1, and variance-mean ratios < 2) compared with the control group, thereby highlighting condition-specific gene expression shifts (Fig. S3D, E). 

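The NMDA response of WT retinas was tested over the 49940 transcripts with a mean FPKM above 1 in at least 1 of the 6 groups. At an unadjusted p under 0.05 by limma's test and an absolute log2 fold change above 1, 17468 transcripts changed, 5533 up and 11935 down, and 14232 of them kept an adjusted p under 0.05. With the added limit of a variance-mean ratio below 2 within both groups, 15779 transcripts remained. The gene table moved this count most, to 5809 of 16471 genes, 2430 up and 3379 down. The median log2 fold change of all tested transcripts was -0.58 and that of all tested genes -0.09, and rescaling every library to TPM moved these to -1.12 and -0.66. The share of changed transcripts that rose, 31.7% on the deposited FPKM, was 17.1% on TPM and 57.5% after each library's trend on spliced length was removed. Among genes, the median log2 fold change in WT retinas was 0.84 for those with a spliced length under 1 kb, 0.59 from 1 to 2 kb, -0.20 from 2 to 4 kb and -1.07 over 4 kb, and Spearman's rho with length was -0.540 across genes. In sh*Pax6* retinas the same rho was -0.158. Of the genes named by the rule for the largest changes, *Retnlg* rose from 2.09 and 3.2 FPKM to 129.42 and 128.05 FPKM, a log2 fold change of 5.58 (standard error 0.72, adjusted p = 0.000131 from limma's test). *Rps12-ps3*, listed at 6.12 and 0 FPKM in PBS, had a log2 fold change of 5.14, which was 2.16 without WT PBS replicate 2 and 8.12 without WT PBS replicate 1. *Rgs9* was among the largest falls under the rule, with a log2 fold change of -3.80.

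**Figure D1:**
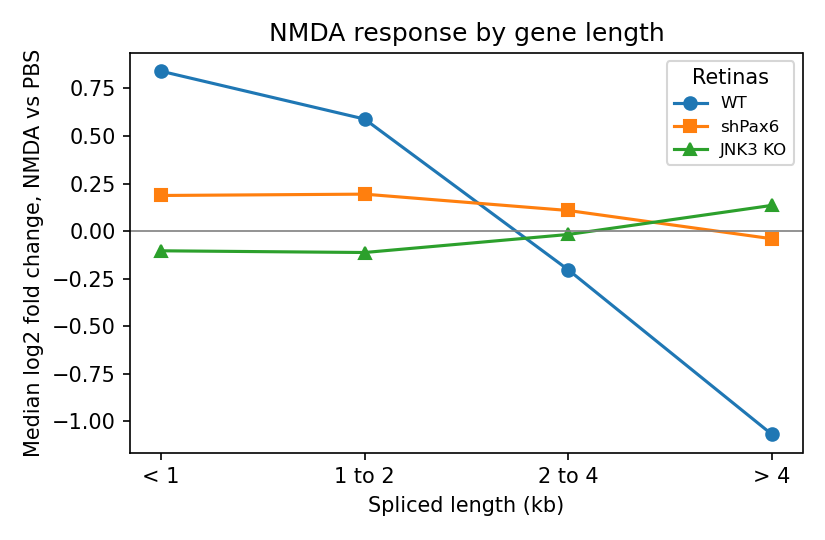
Median log2 fold change of genes, NMDA against PBS, in 4 classes of spliced length (kb) for WT, sh*Pax6* and JNK3 KO retinas. The length is that of a gene's transcript with the highest mean FPKM over the 12 libraries. In WT the median falls from 0.84 under 1 kb to -1.07 over 4 kb, and in sh*Pax6* from 0.19 to -0.04.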

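With the thresholds on p, fold change and FPKM that were used for WT retinas, 7007 transcripts changed after NMDA in sh*Pax6* retinas, 3890 up and 3117 down, and 2900 of them had an adjusted p under 0.05 by limma's test. The limit on the variance-mean ratio left 5660 transcripts. With a spread estimated from the 4 sh*Pax6* libraries alone, the count was 3936, and 35 with an adjusted p under 0.05. Of the 7007 transcripts, 2653 also changed in WT retinas and 4354 did not pass the thresholds there. The difference between the responses was tested on its own, and 10405 transcripts differed by more than 1 on the log2 scale with an adjusted p under 0.05, 2808 with a higher and 7597 with a lower value in WT than in sh*Pax6* retinas. On TPM the 2 directions held 1606 and 10465 transcripts, and after the length correction 5725 and 3670. The paper's Table S2 lists 853 transcripts for sh*Pax6* retinas, of which 848 were tested here, all with the same sign, and 746 passed the thresholds. The largest rises among genes under the rule were those of *Wfdc17*, with a log2 fold change of 5.92 that was 3.61 without sh*Pax6* PBS replicate 1, in which it was listed at 0, and of *Ccl8*, with 5.21 (standard error 0.76, adjusted p = 0.000944 from limma's test). *Rims1* fell by 4.24 and *Nrn1* by 3.84 on the log2 scale.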

Differential expression analysis based on these criteria revealed 1,185 DETs specifically altered in the NMDA-treated sh*Pax6* conditions. These transcripts were subsequently categorized into four primary expression clusters via k-means clustering (Fig. 2H and Fig. S3F and Tables S2, 3). Additionally, Gene ontology (GO) analysis of upregulated genes (cluster 2) in control NMDA-treated retinas showed enrichment for apoptosis, calcium signaling, and NF-κB–mediated stress responses (Fig. 2I and Table S4). In contrast, genes downregulated by PAX6 knockdown (cluster 3) were associated with chromatin regulation, protein trafficking, and DNA repair (Fig. 2J and Table S4), consistent with a broad regulatory role for PAX6 in both injury responses and transcriptional homeostasis. 

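The 21822 transcripts that changed after NMDA in WT or in sh*Pax6* retinas were divided by k-means into 4 clusters on z-scores of FPKM over the 8 libraries. The clusters are described here by their pattern, because their numbers need not match those of Fig. 2H. A cluster of 6178 transcripts was highest in WT NMDA retinas, with a mean z-score of 1.38 there and of -0.30 in sh*Pax6* NMDA retinas. A cluster of 4532 transcripts was highest in sh*Pax6* NMDA retinas, with a mean z-score of 1.17. The other two clusters held 4465 transcripts highest in WT PBS retinas, with a mean z-score of 1.17, and 6647 transcripts lowest in WT NMDA retinas, with a mean z-score of -1.20. On z-scores of log2 values, the cluster highest in sh*Pax6* NMDA retinas held 2826 transcripts.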

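Lists of genes written by hand were used in place of GO annotation, and no list for calcium signaling was among them. The cluster highest in WT NMDA retinas held a transcript of 4796 of the 15982 genes tested, or 30.0%. It held a transcript of 21 of 39 pro-apoptotic genes (53.8%), 9 of 19 genes of mitochondrial and caspase apoptosis (47.4%) and 13 of 20 NF-κB response genes (65.0%). The cluster highest in sh*Pax6* NMDA retinas held a transcript of 23.1% of all genes, and of 35.9%, 42.1% and 30.0% of these 3 lists. The cluster highest in WT NMDA retinas also held a transcript of 50% of anti-apoptotic and 87.4% of respiratory chain genes. For genes of the p53 and DNA damage response its share was 21.7%. The median log2 fold change of the 20 NF-κB response genes after NMDA was 1.19 in WT retinas (15 genes higher, adjusted p = 0.00518 by camera in limma, fry adjusted p = 5.05e-05). In sh*Pax6* retinas it was 1.61 (18 genes higher, limma's camera adjusted p = 4.66e-07). Adjusted over the list alone, 13 NF-κB response genes were up in WT retinas and 17 in sh*Pax6* retinas, against 11 and 16 adjusted over all genes. The difference between the responses had a median of -0.37, lower in WT by fry (adjusted p = 0.00886) but not by limma's camera (adjusted p = 0.492). It was -0.61 without sh*Pax6* NMDA replicate 1, -0.15 without sh*Pax6* NMDA replicate 2 and 0.05 with a pseudocount of 1. The median FPKM of the list was 6.185 and 5.775 in WT PBS and 2.56 and 2.44 in sh*Pax6* PBS libraries. After NMDA it was 10.86 and 9.585 in WT and 8.84 and 9.38 in sh*Pax6* libraries. The larger rise in sh*Pax6* retinas thus went with a lower start under PBS and not with a higher level after NMDA. Over the 29 lists and 7 comparisons, limma's camera gave an adjusted p under 0.05 for 17 lists in WT and 22 in sh*Pax6* retinas after NMDA, all of which fry also gave in the same direction.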

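The cluster highest in WT PBS retinas had a mean z-score of 0.08 in sh*Pax6* PBS retinas. It held a transcript of 21.2% of all genes tested, of 17 of 20 RGC marker genes (85.0%), of 14 of 16 amacrine marker genes (87.5%) and of 32 of 52 protocadherin genes (61.5%). Knockdown without injury was also compared directly, as sh*Pax6* PBS against WT PBS retinas. At an adjusted p under 0.05 by limma's test and an absolute log2 fold change above 1, 724 transcripts differed, 184 higher and 540 lower in sh*Pax6* retinas, and 3667 did so at an unadjusted p under 0.05. With a spread estimated from these 4 libraries alone, 0 transcripts had an adjusted p under 0.05, and 3241 had an unadjusted p under 0.05. The RGC list had a median log2 fold change of -1.44, with 20 of 20 genes lower (limma's camera adjusted p = 1.05e-13, fry adjusted p = 1.37e-06). Chromatin regulation, protein trafficking and DNA repair had no list here, apart from genes of the p53 and DNA damage response, whose median log2 fold change between these groups was 0.17 (limma's camera adjusted p = 0.00797).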

Critically, heatmaps of apoptotic pathway genes revealed strong induction of mitochondrial- and caspase-mediated apoptosis pathways in NMDA-injured retinas, which were significantly suppressed in PAX6-knockdown eyes (Fig. 2K and Fig. S3G and Table S5).

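All 53 transcripts of the paper's Table S5 had a higher mean in WT NMDA than in WT PBS retinas, and 47 passed the thresholds on p, fold change and FPKM. In sh*Pax6* retinas 18 of them passed as up, and the rise was larger in WT than in sh*Pax6* retinas for 28 at an adjusted p under 0.05. At the same threshold it was smaller in WT for transcripts of *Cxcr2*, *Unc13b* and *Irf8*, with differences of -3.20, -3.52 and -0.72. The median log2 fold change of the 53 transcripts was 1.69 in WT and 0.64 in sh*Pax6* retinas. Because the study chose these transcripts on the same libraries, these counts are not independent evidence. Of 40 pro-apoptotic genes listed by hand, 39 were tested, and their median log2 fold change after NMDA was 0.57 in WT retinas (limma's camera adjusted p = 0.000725) and 0.64 in sh*Pax6* retinas (camera adjusted p = 0.000191). In WT retinas 21 of them were up and 4 down adjusted over all genes, and 21 and 5 adjusted over the list alone. In sh*Pax6* retinas 22 were up and 2 down, and 24 and 3 adjusted over the list alone. The difference between the responses had a median of -0.12 (limma's camera adjusted p = 0.246, fry adjusted p = 0.0966). Both tests had the direction of a larger rise in WT, opposite to the sign of this median, which lay 0.16 above that of all genes. Measured above the median of all genes, the list was at 0.67 in WT and 0.54 in sh*Pax6* retinas. The median difference was 0.25 without sh*Pax6* NMDA replicate 2 and 0.10 without WT NMDA replicate 1. In WT 12 genes rose more and 11 less, or 13 and 11 adjusted over the list alone. TPM moved the WT median most, to 0.02 (limma's camera adjusted p = 0.00077), and quantile normalization made the difference 0.28. Over the 12 alternative settings the difference of WT from sh*Pax6* retinas lay between -0.64 and 0.28. For 19 genes of mitochondrial and caspase apoptosis the median was 0.43 in WT (limma's camera adjusted p = 0.057, fry adjusted p = 6.17e-05) and 0.50 in sh*Pax6* retinas (camera adjusted p = 0.0118), and the difference was -0.12 (camera adjusted p = 0.617), or 0.25 without sh*Pax6* NMDA replicate 2. Adjusted over the list alone, 8 of the 19 genes were up in WT and 11 in sh*Pax6* retinas, against 8 and 10 adjusted over all genes. Among genes set in bold in Fig. 2K, *Bad* had a log2 fold change of 1.17 in WT and 0.19 in sh*Pax6* retinas, with a difference of 0.98 (standard error 0.27, adjusted p = 0.0146 from limma's test) that was 0.33 after the length correction. Its value in sh*Pax6* retinas was 0.29 without sh*Pax6* PBS replicate 1 and 0.10 without sh*Pax6* PBS replicate 2. *Gadd45b* and *Myc* rose by 1.79 and 2.84 in WT and by 1.91 and 2.97 in sh*Pax6* retinas, with differences of -0.12 and -0.13 (adjusted p = 0.278 and 0.732 from limma's test). Leaving out 1 library moved the difference between -0.18 and -0.06 for *Gadd45b* and between -0.28 and 0.02 for *Myc*. The difference for *Gadd45b* was -0.61 after the length correction and -0.64 on TPM (adjusted p = 0.000663 and 0.000203 from limma's test), and its call changed in 4 of 12 alternative settings. From the heatmaps of apoptotic genes (Fig. 2K), the paper concludes that NMDA strongly induces mitochondrial and caspase pathways of apoptosis and that knockdown of PAX6 suppresses this induction.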

### NMDA-induced excitotoxicity enhances JNK3–PAX6 interaction in RGCs

To explore upstream mechanisms regulating PAX6 activity in the context of NMDA-induced retinal injury, we investigated whether this activation was associated with altered PAX6 expression or post-translational modification following excitotoxic stress. Notably, immunohistochemistry showed that PAX6 protein expression in the GCL remained unchanged after NMDA administration (Fig. S4A), suggesting that post-translational modifications rather than transcriptional induction may underlie PAX6 activation. Consistently, although the PAX6 band appeared stronger in NMDA-treated samples under non-dephosphorylated (-phosphatase) conditions, this difference was abolished following phosphatase treatment, indicating that the apparent increase was due to phosphorylation rather than an actual increase in total protein levels. Transcription factors such as PAX6 are known to interact with coregulators, including kinases that modulate their activity through phosphorylation. Indeed, previous studies have shown that PAX6 can be phosphorylated by kinases such as p38 and HIPK2 to regulate its transcriptional function [27, 28]. To assess whether NMDA exposure induces PAX6 phosphorylation in vivo, we performed Western blotting with phospho-threonine/serine antibodies and observed a significant increase in phosphorylated PAX6 in NMDA-injected WT retinas compared to controls (Fig. 3A), implicating stress-activated kinase involvement.

**Fig. 3:**
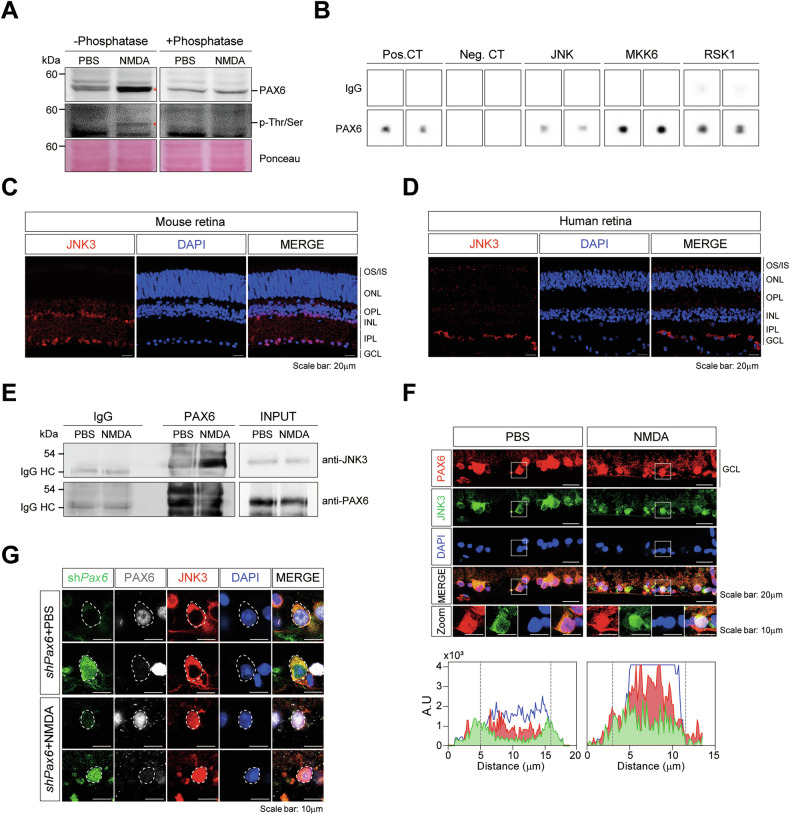
PAX6 physically interacts with JNK3 in response to excitotoxic injury mouse retinas. **A** PBS- or NMDA-injected mouse retinas were treated with lysis buffer containing 20 μM of phosphatase for 30 min and immunoblotted with anti-PAX6 and anti-p-Thr/Ser antibodies. The asterisks indicate the phosphorylated form of PAX6 detected under NMDA-treated conditions. Three biological replicates were performed, and a representative blot is shown. **B** Profiles of PAX6 binding to the kinases in the human phosphorylation antibody array. The increase corresponds to the binding of PAX6 to JNK, MKK6, and RSK1, respectively. **C, D** Immunostaining for JNK3 (red) and DAPI in mouse **C** and human **D** retinas. Scale bar: 20 μm. **E** Immunoblot showing co-immunoprecipitation of PAX6 with JNK3 in PBS- and NMDA-treated mouse retinas. Goat serum IgG was used as a negative control for the co-immunoprecipitation assays. Three biological replicates (*n* = 3) were performed, and a representative blot is shown. **F** Immunostaining with PAX6 (red), JNK3 (green), and DAPI (blue) in PBS- and NMDA-treated mouse retinas. Scale bar: 20 μm. Higher magnification images in the white box indicate PAX6 (red), JNK3 (green), and DAPI (blue) staining in ganglion cells. Scale bar: 10 μm. The quantification of each immunostaining intensity in the nucleus of ganglion cells. **G** Immunostaining with PAX6 (white), JNK3 (red), and DAPI (blue) staining in RGCs infected with sh*Pax6*-GFP AAV2.7m8, following intravitreal injection of PBS or NMDA. Green fluorescence indicates sh*Pax6*-driven GFP expression. Scale bar: 10 μm.

To identify candidate kinases responsible for this phosphorylation, we conducted an antibody-based phospho-kinase interaction screen. PAX6 was found to interact with several MAPK pathway components, including JNK1 (*Mapk8*), JNK2 (*Mapk9*), JNK3 (*Mapk10*), MEK1 (*Map2k1*), MKK6 (*Map2k6*), and RSK1 (*Rps6ka1*) (Fig. 3B and Fig. S4B). Among these, JNK3 (*Mapk10*) emerged as a strong candidate based on both protein interaction and expression data. scRNA-seq analysis and immunostaining confirmed that JNK3 is highly expressed in RGCs of both mouse and human retinas (Fig. 3C, D and Fig. S4C–E), in contrast to the broader expression of JNK1 and JNK2.

We next tested whether PAX6 physically associates with JNK isoforms in the retina. Co-immunoprecipitation using anti-PAX6 antibodies revealed interactions with JNK1, JNK2, and JNK3 in NMDA-injected retinal lysates, with JNK3 displaying the strongest binding signal among the isoforms (Fig. S4F). To evaluate spatial localization, we performed IHC for PAX6 and each JNK isoform in PBS- or NMDA-treated retinas (Fig. S4G). NMDA-induced excitotoxicity led to prominent co-localization of PAX6 with JNK3 in the GCL, whereas overlap with JNK1 or JNK2 remained minimal, supporting a preferential interaction between PAX6 and JNK3 under excitotoxic conditions. Focusing on JNK3, we confirmed enhanced interaction with endogenous PAX6 following NMDA treatment, as shown by reciprocal IP and immunoblotting (Fig. 3E). Notably, while total JNK3 protein levels were comparable between conditions, the amount of JNK3 co-immunoprecipitated with PAX6 increased markedly under NMDA stress. These findings suggest that NMDA-induced excitotoxicity promotes the formation or stabilization of the JNK3-PAX6 complex, likely through JNK3 activation and nuclear translocation. Furthermore, immunohistochemical analysis revealed increased nuclear localization of JNK3 in the GCL of NMDA-injected retinas, overlapping with PAX6 expression (Fig. 3F). To test whether PAX6 is required for JNK3 nuclear translocation, we performed similar staining in sh*Pax6*-GFP AAV-infected retinas and observed that JNK3 nuclear entry occurred independently of PAX6 (Fig. 3G and Fig. S4H). This suggests that JNK3 acts upstream of PAX6, and that nuclear co-localization is a consequence of JNK3 activation under stress. Collectively, these data demonstrate that NMDA-induced excitotoxicity promotes the physical and spatial association between PAX6 and JNK3 in RGCs, supporting a model in which JNK3 phosphorylates PAX6 to modulate its transcriptional activity during retinal neurodegeneration.

### JNK3 directly phosphorylates PAX6 in vitro and in vivo following NMDA-induced excitotoxicity

Given that PAX6 contains multiple serine and threonine residues within its transactivation domain (TAD) [37], we tested whether it could serve as a substrate for phosphorylation by JNK3, a neuronal stress kinase. To examine whether JNK3 activation induces PAX6 phosphorylation in vitro, we conducted a kinase assay using bacterially expressed and purified GST-fusion proteins. GST-JNK3 was added to the kinase assay along with GST-PAX6 and control substrates (GST, GST-NRL, and GST-c-Jun) in the presence of [γ-^32^P] ATP isotope (Fig. 4A and Fig. S5A). GST-JNK3 strongly phosphorylated GST-PAX6, while GST alone was not phosphorylated, confirming the specificity of the reaction (Fig. 4A, lane 4 and Fig. S5A, lane 4). Known JNK3 substrates, GST-NRL and GST–c-Jun, served as positive controls and showed robust phosphorylation under the same conditions (Fig. 4A, lanes 5–6). As expected, we also observed autophosphorylation of GST-JNK3, consistent with its intrinsic activation mechanism (Fig. 4A, lane 2 and Fig. S5A, lane 2) [38]. To validate this, immunoprecipitation of retinal lysates confirmed enhanced phosphorylation of JNK3 following NMDA-induced injury (Fig. S5B), supporting the notion that JNK3 is autoactivated in vivo under excitotoxic conditions.

**Fig. 4:**
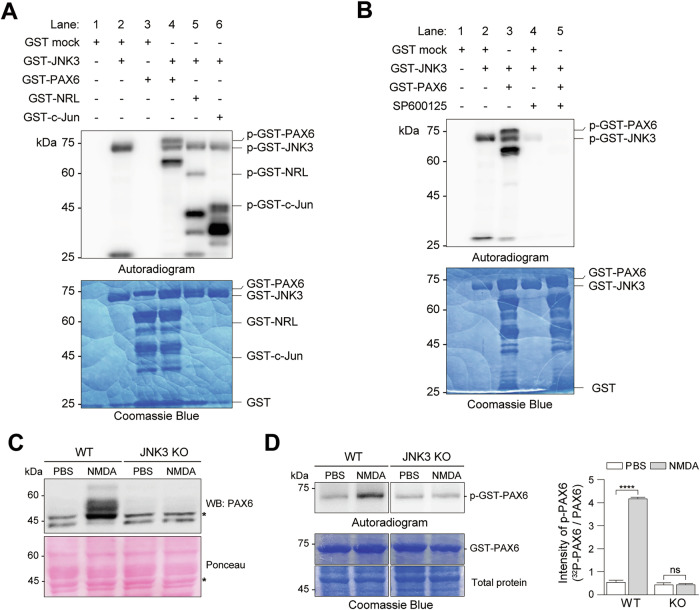
JNK3 directly phosphorylates PAX6 both in vitro and in vivo following excitotoxic stress. **A** Purified GST-PAX6 was incubated with GST-JNK3 30 mins at 30 °C. Reaction mixtures were separated using SDS-PAGE and analyzed via an autoradiography. GST-NRL and GST-c-Jun were used as positive controls, while GST alone was the negative control. **B** Kinase assay procedure **A**, GST-PAX6 and GST-JNK3 were pretreated with 100 μM of the JNK inhibitor SP600125. **C** Whole retinal lysates of PBS- and NMDA-treated WT and JNK3 KO mice were immunoblotted using an anti-PAX6 antibody. Ponceau staining was used for internal loading control. The asterisks indicate the phosphorylated forms of PAX6 under NMDA-treated conditions. Three biological replicates were performed, and a representative blot is shown. **D** Whole retinas of PBS or NMDA-treated WT and JNK3 KO mice were lysed with kinase assay lysis buffer containing phosphatase inhibitors and incubated with GST-PAX6 fusion proteins. The phosphorylated proteins were resolved using SDS-PAGE and detected via autoradiography (left). Signal intensity of p-PAX6 was quantified using ImageJ software (right). All error bars represent SEM. *P* values were obtained using Student’s t-test. **** *P* < 0.0001, n.s., not significant.

To further assess whether JNK3 directly phosphorylates PAX6 in vitro, we performed a kinase assay with GST-PAX6 under increasing concentrations of GST-JNK3. Importantly, activated JNK3 enhanced PAX6 phosphorylation in a dose-dependent manner (Fig. S5C). Additionally, we investigated whether the JNK inhibitor SP600125 can inhibit JNK3-induced phosphorylation of PAX6. SP600125 significantly suppressed both JNK3 autophosphorylation and GST-PAX6 phosphorylation (Fig. 4B, lanes 4-5), and this inhibition was dose-dependent (Fig. S5D), indicating that the observed phosphorylation events were JNK activity–dependent. We next examined whether PAX6 phosphorylation occurs in vivo and whether this modification is JNK3-dependent. Immunoblotting of retinal lysates from WT mice revealed multiple phosphorylated PAX6 bands following NMDA treatment, whereas JNK3 KO mice failed to show comparable phosphorylation levels (Fig. 4C). These findings indicate that JNK3 is necessary for PAX6 phosphorylation in vivo during retinal injury. To corroborate these results, we performed a GST-PAX6 in vitro kinase assay using lysates from NMDA- or PBS-injected retinas of WT and JNK3 KO mice. GST-PAX6 phosphorylation was robustly increased in lysates from NMDA-treated WT mice, but not in those from NMDA-treated JNK3 KO mice, or PBS controls (Fig. 4D). The absence of phosphorylation in JNK3-deficient samples confirms that PAX6 phosphorylation in the injured retina requires JNK3 activity. Together, these results provide strong biochemical and genetic evidence that JNK3 directly phosphorylates PAX6 under excitotoxic stress, both in vitro and in vivo, establishing a mechanistic link between JNK3 activation and transcriptional modulation via PAX6 during retinal neurodegeneration.

### PAX6 and JNK3 cooperatively regulate pro-apoptotic transcriptional programs via chromatin occupancy in excitotoxic retinas

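The libraries of JNK3 KO retinas, 2 with PBS and 2 with NMDA, were made and deposited in the same way as those of WT and sh*Pax6* retinas and were part of the same limma model. Their total reads, as the paper's Table S1 gives them, lay between 29826252 and 32392689. *Mapk10*, which encodes JNK3 and lies on chromosome 5 of GRCm38 from 102907948 to 103211334, was listed in the gene table at 42.79 and 50.72 FPKM in WT PBS and at 9.47 and 8.75 FPKM in JNK3 KO PBS retinas. The log2 fold change was -2.34 (standard error 0.36, adjusted p = 0.0215 from limma's test), and -2.51 after the length correction. Each gene took the length of its transcript with the highest mean FPKM over the 12 libraries, which makes this correction uncertain for *Mapk10*. The transcript used has 342 bases and is not annotated as protein-coding, whereas a protein-coding one has 7196 bases. After NMDA, *Mapk10* was listed at 8.98 and 6 FPKM in WT and at 6.65 and 13.77 FPKM in JNK3 KO retinas, a log2 fold change of 0.38 (adjusted p = 0.398 from limma's test) that ranged from -0.14 without JNK3 KO NMDA replicate 2 to 0.90 without JNK3 KO NMDA replicate 1. In sh*Pax6* retinas *Mapk10* was listed at 20.86 and 21.33 FPKM with PBS and at 16.16 and 8.85 FPKM with NMDA. *Pax6* was listed between 186.72 and 191.41 FPKM in JNK3 KO PBS and between 128.89 and 137.55 FPKM in JNK3 KO NMDA retinas.

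**Figure D2:**
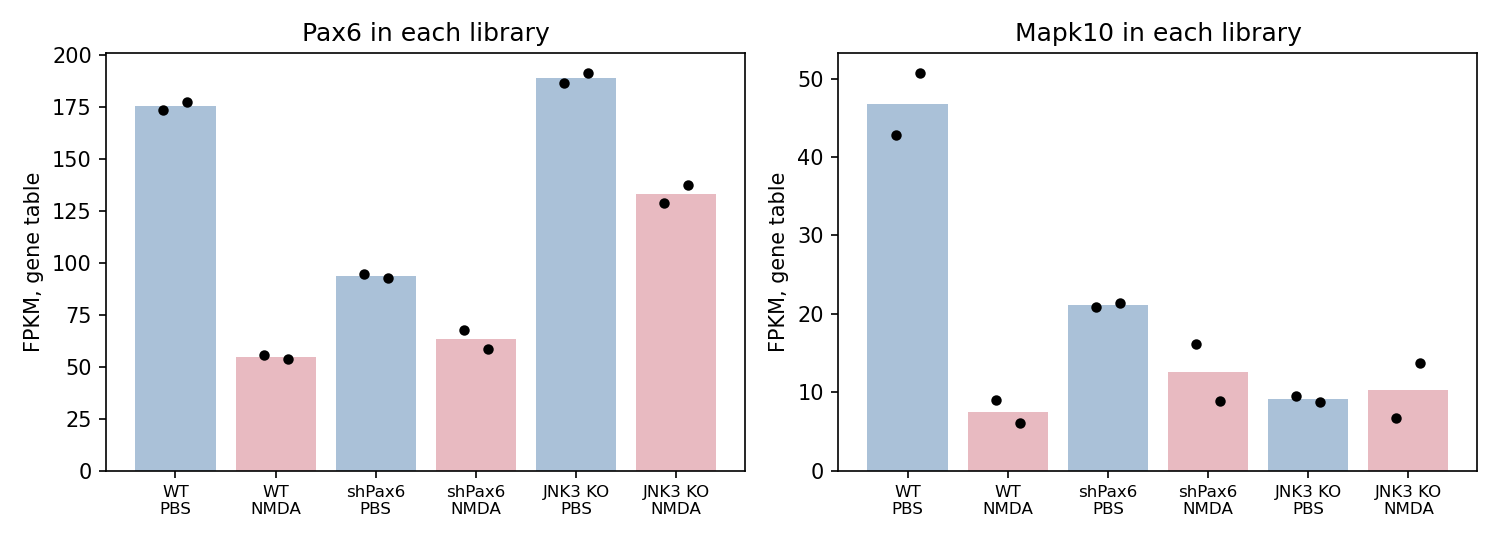
FPKM of *Pax6* and *Mapk10* in the gene table for the 6 groups; bars give the mean of 2 libraries and dots the single libraries. *Pax6* lies between 53.81 and 191.41 FPKM and *Mapk10* between 6 and 50.72 FPKM.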

To understand the transcriptional consequences of JNK3–PAX6 signaling in the injured retina, we performed bulk RNA sequencing of retinas from WT, AAV2.7m8-sh*Pax6*-infected, and JNK3 KO mice following NMDA or PBS injection. PCA demonstrated robust transcriptomic divergence in NMDA-treated WT retinas compared to controls, highlighting the global transcriptional response to excitotoxic stress (Fig. 5A). 

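In the analysis of all 12 libraries, the WT NMDA libraries scored 18730 and 19779 on the first principal component, and the other 10 libraries scored between -8298 and 1515. The second component carried 13.4% of the variance and separated JNK3 KO PBS, at -4736 and -4941, from JNK3 KO NMDA retinas, at 6287 and 5672. Single transcripts weighed heavily on linear FPKM, since a transcript of mt-Atp8 carried 25.2% and one of Gm29216 18.7% of the squared loadings of the first component. The mean FPKM of the mt-Atp8 transcript was 7957 in WT PBS, 1959 in WT NMDA, 5257 in JNK3 KO PBS and 18480 in JNK3 KO NMDA retinas. With each library left out in turn, the share of the first component lay between 61.6% and 75.9%.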

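Across transcripts, the 2 JNK3 KO PBS libraries had a Pearson's r of 0.989 and the 2 JNK3 KO NMDA libraries one of 0.995. Between PBS and NMDA, the mean r over the 4 pairs of JNK3 KO libraries was 0.889, and 0.894 on the log2 scale. The WT NMDA libraries had a mean r of 0.720 with sh*Pax6* NMDA and of 0.630 with JNK3 KO NMDA libraries. Under PBS, WT libraries had a mean r of 0.948 with sh*Pax6* and of 0.978 with JNK3 KO libraries.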

Pearson correlation analysis further supported the reproducibility and condition-specificity of the transcriptomic profiles, showing reduced similarity between WT and both Pax6 knockdown and JNK3 KO groups (Fig. S6A).

**Fig. 5:**
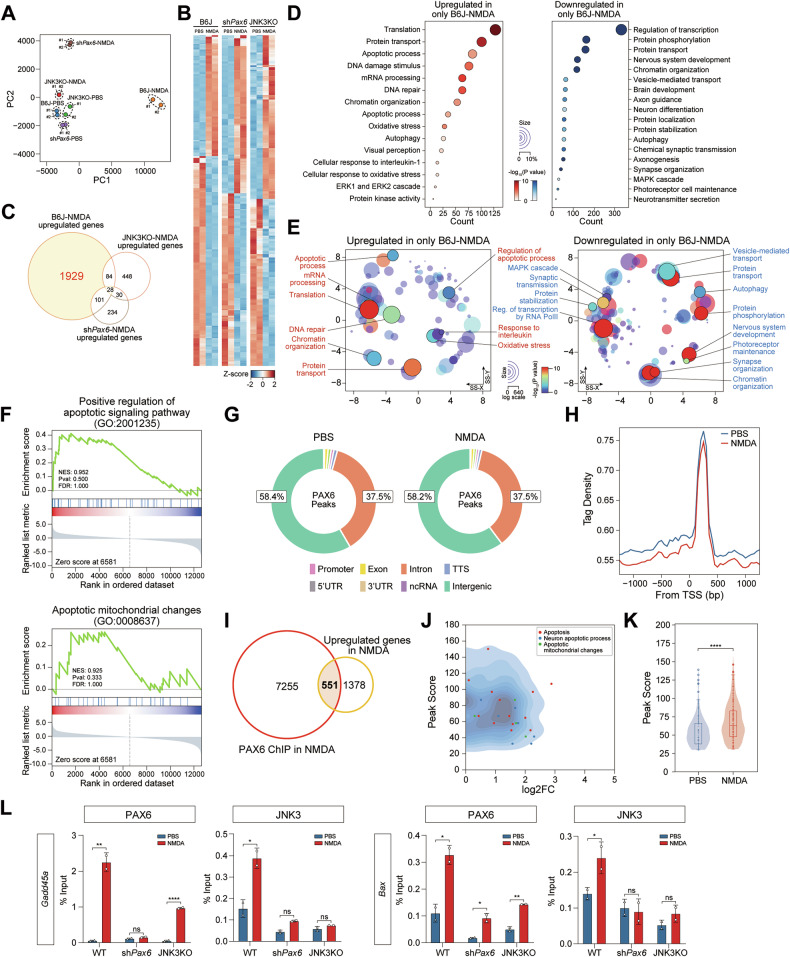
PAX6 and JNK3 cooperatively regulate pro-apoptotic gene expression through chromatin engagement at target loci. **A** PCA plot of RNA-seq data of the retina of WT, JNK3 KO, and sh*Pax6*-GFP AAV2.7m8 mice. **B** Hierarchical clustering heatmap was generated to display the expression profiles of genes. **C** Venn diagram showing the overlap of DEGs among the three comparisons. **D** Gene ontology (GO) analysis of upregulated and downregulated genes among the three comparisons using DAVID tool. **E** GO enrichment analysis summarized and visualized as a scatter plot using REVIGO. GO terms are represented by circles and are plotted based on their semantic similarity to other GO phrases (circles that are adjacent represent the closest relationships). The size of the circle is directly related to the frequency of the GO term, whereas color indicates the log10 *P* value. SS-X, semantic space X, and SS-Y, semantic space Y. **F** GSEA scores for genes involved in positive regulation of the apoptotic signaling pathway and apoptotic mitochondrial changes. **G** Pie chart of PAX6 enrichment distribution at genomic loci in 2-month-old PBS or NMDA-injected mouse retinas. **H** Histogram shows the distribution of PAX6 peaks around transcriptional start sites (± 1 Kb) in PBS or NMDA-injected mouse retinas. **I** Venn diagram showing the overlap between the genes, including PAX6 peaks and upregulated PAX6 and JNK3 target genes in the retinas of mice with NMDA-induced excitotoxicity based on RNA-seq data. **J** Scatter plot showing changes in the expression of apoptotic genes, neuron apoptotic process, and apoptotic mitochondrial changes in the retinas of mice with NMDA-induced excitotoxicity and their enrichments for PAX6. **K** Violin plot shows the score of PAX6 peaks around upregulated genes in NMDA-injected mouse retinas. *P* values obtained by Mann-Whitney U test. **** *P* value < 0.0001. **L** Recruitment and presence of PAX6 and JNK3 at *Gadd45a* and *Bax* promoter regions are validated using ChIP-qPCR. Error bars show mean ± SE. *P* values based on Student’s *t*-test. **** *P* value < 0.0001, ** *P* value < 0.01, * *P* value < 0.05, n.s., not significant.

Differential expression analysis identified 6,371 transcripts with altered expression across groups, based on fragments per kilobase of transcript per million mapped reads (FPKM) > 1 in at least one group and *p* < 0.05, with 853 and 1,264 DETs being unique to the sh*Pax6* and JNK3 KO conditions, respectively (Fig. 5B and Fig. S6B; Table S2). 

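In JNK3 KO retinas 2266 transcripts changed after NMDA at an unadjusted p under 0.05 by limma's test and an absolute log2 fold change above 1, 1149 up and 1117 down, and 326 of them had an adjusted p under 0.05. In the gene table 689 genes changed, 216 up and 473 down. Of all 3 responses, that of WT retinas had the most and that of JNK3 KO retinas the fewest changed transcripts and genes, also after the length correction, with 16959 transcripts in WT, 6935 in sh*Pax6* and 2221 in JNK3 KO retinas, and 3144, 2394 and 657 genes. With a spread from only the libraries compared and an adjusted p under 0.05, sh*Pax6* retinas had fewer transcripts, 35 against 189 in JNK3 KO retinas. At an adjusted p under 0.05, 44 genes rose and 52 fell in all 3 responses. Of the 128 genes that rose in JNK3 KO retinas, 50 also rose in WT and 72 in sh*Pax6* retinas. The largest rises in JNK3 KO retinas under the rule were those of *Fosl1*, with a log2 fold change of 2.74, and *Layn*, with 2.68, and the largest falls those of *Saa3*, with -4.37, and *S100a9*, with -3.75 (standard error 0.17, adjusted p = 7.61e-06 from limma's test). *S100a9* rose in WT retinas, with a log2 fold change of 3.55.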

Notably, 1,929 genes were significantly upregulated in NMDA-treated WT retinas but were either downregulated or unchanged in sh*Pax6* or JNK3 KO retinas, suggesting that their expression is co-regulated by both factors (Fig. 5C). 

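By the names of the transcripts, 4373 genes were up after NMDA in WT, 3295 in sh*Pax6* and 1030 in JNK3 KO retinas, and 2824 were up in WT retinas only. A set of genes past a threshold in one group and not in the others is not a test of a difference, so the difference was also looked up for the transcripts up in WT of the 2824 genes, at an adjusted p under 0.05 by limma's test and a difference above 1 on the log2 scale. The rise was larger in WT than in sh*Pax6* retinas for 1423 genes (50.4%), larger than in JNK3 KO retinas for 1804 (63.9%) and larger than in both for 1268 (44.9%). Because the 2824 genes were selected on the same libraries for rising in WT retinas only, these shares are raised by the selection and are not independent evidence of a difference. Settings with the length correction moved their number most, to 4986 with this correction alone, and TPM gave 1679 and the gene table 2002.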

GO and GSEA of these NMDA-induced transcripts revealed strong enrichment for apoptotic processes, mitochondrial disruption, oxidative stress, and DNA damage response pathways (Fig. 5D–F and Table S6). These transcriptional signatures were significantly attenuated in both *Pax6* knockdown and JNK3-deficient conditions, implicating both proteins as central regulators of excitotoxic gene activation.

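The hand-written lists were also used for the responses named in Fig. 5D-F. The 28 oxidative stress response genes had a median log2 fold change of 0.54 in WT retinas (19 genes higher, limma's camera adjusted p = 6.09e-05, fry adjusted p = 1.02e-06), which was -0.01 on TPM, where the median of all genes was -0.66 and the camera adjusted p 0.000245. Adjusted over the list alone, 18 of these genes were up and 4 down, against 18 and 2 adjusted over all genes. The 24 genes of the p53 and DNA damage response had a median of -0.07 in WT retinas (12 genes higher and 12 lower, limma's camera adjusted p = 0.709), or 0.05 without WT PBS replicate 1, and 7 of them were up and 8 down by either adjustment, also adjusted over the list alone. The median of this list was 0.29 in sh*Pax6* retinas (limma's camera adjusted p = 0.0268) and 0.26 in JNK3 KO retinas (camera adjusted p = 0.00815), the latter 0.16 without JNK3 KO NMDA replicate 1. Genes of the respiratory chain, with a median spliced length of 659 bases, had a median of 1.52 in WT, 0.09 in sh*Pax6* and -0.26 in JNK3 KO retinas, and those of mitochondrial ribosomal proteins, with 884 bases, had medians of 1.34, 0.18 and -0.08. The 13 genes encoded by mitochondrial DNA had a median of -0.70 in WT retinas.

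**Figure D3:**
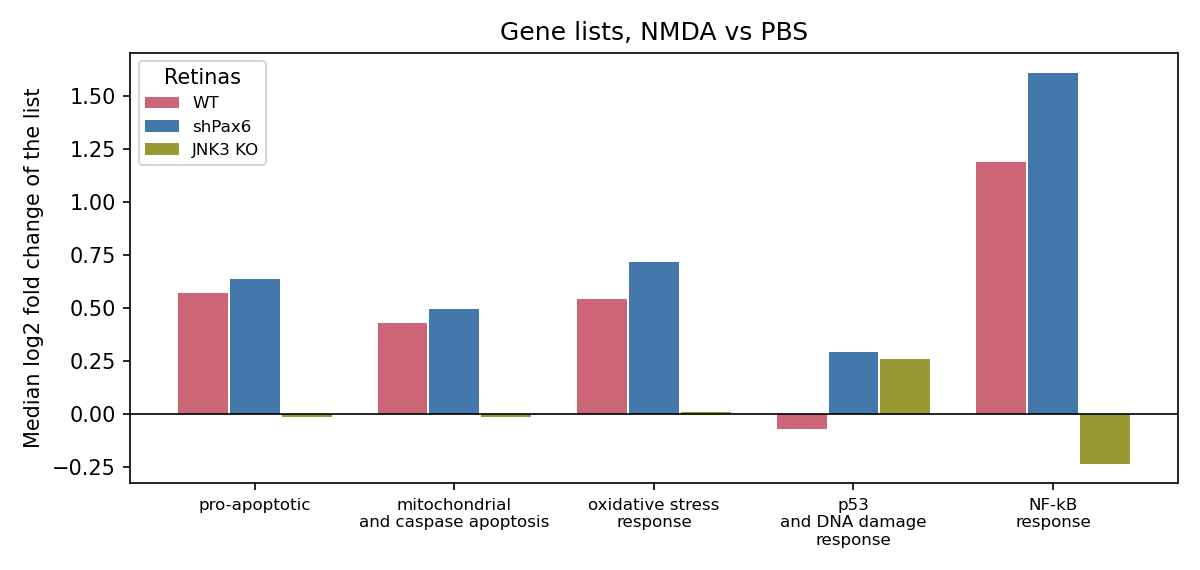
Median log2 fold change, NMDA against PBS, of 5 hand-written gene lists in WT, sh*Pax6* and JNK3 KO retinas. The NF-κB list has medians of 1.19, 1.61 and -0.23, and the pro-apoptotic list has 0.57, 0.64 and -0.01; on TPM the pro-apoptotic list is at 0.02 in WT.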

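The response to NMDA differed between WT and JNK3 KO retinas for 11296 transcripts at an adjusted p under 0.05 by limma's test and a difference above 1, 3765 with a higher and 7531 with a lower value in WT. On TPM the 2 directions held 2058 and 10218 transcripts, and after the length correction 6635 and 3670. The pro-apoptotic list had a median of -0.01 in JNK3 KO retinas (limma's camera adjusted p = 0.831), with 1 gene up and 1 down, and 0 of either adjusted over the list alone. Leaving out 1 library put this median at 0.04 without JNK3 KO PBS replicate 1 and at -0.07 without JNK3 KO PBS replicate 2. Its difference from WT was 0.79 (limma's camera adjusted p = 0.00387, fry adjusted p = 7.79e-07), with 28 of 39 genes larger in WT, and 0.42 after the length correction (camera adjusted p = 0.0909), and the call changed in 2 of 12 alternative settings. Oxidative stress response genes differed between WT and JNK3 KO retinas by 0.58 (limma's camera adjusted p = 0.00035), or -0.02 on TPM, which lowers all values of WT NMDA libraries and left the list called against other genes (camera adjusted p = 0.00138), and between WT and sh*Pax6* retinas by -0.08 (camera adjusted p = 0.346), or -0.03 without WT NMDA replicate 2. Genes of mitochondrial and caspase apoptosis differed between WT and JNK3 KO retinas by 0.77, with an adjusted p of 0.163 by limma's camera and 7e-04 by fry. From the attenuated signatures in both conditions, the paper sees PAX6 and JNK3 implicated as central regulators of gene activation in excitotoxicity.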

To further elucidate the role of PAX6 in gene regulation in NMDA-induced excitotoxicity, we performed a chromatin immunoprecipitation assay of NMDA-treated retinas of WT mice followed by deep sequencing (ChIP-Seq) using an anti-PAX6 antibody (Table S7). PAX6-enriched peaks representing PAX6 binding sites on DNA were distributed across the genome in both PBS- and NMDA-injected retinas, predominantly within intronic and intergenic regions (Fig. 5G and Table S8). This suggests a broad recruitment of PAX6 to various genomic sites under both conditions, with a total of 7806 peaks identified. Despite the widespread presence of PAX6 across the genome, there was no significant difference in PAX6 binding at transcription start sites (TSS) between the NMDA- and PBS-treated groups (Fig. 5H). Overall, these results indicate that the presence of PAX6 at the TSS is consistent, regardless of NMDA treatment. Furthermore, we integrated the ChIP-Seq data with DEGs identified in NMDA-treated retinas. Importantly, approximately 28.6% (551 genes) of the upregulated target genes, which were influenced by both PAX6 and JNK3, overlapped with PAX6 ChIP-Seq peaks in NMDA-injected retinas (Fig. 5I). Additionally, this subset of genes was significantly enriched in pathways related to the apoptotic process, neuron apoptotic process, and apoptotic mitochondrial change (Fig. 5J). Compared to PBS-treated retinas, the binding of PAX6 at specific pro-apoptotic gene loci was markedly increased following NMDA treatment, although the global occupancy of PAX6 across the genome remained largely unchanged (Fig. 5K). Collectively, these findings suggest that NMDA treatment selectively enhanced PAX6 binding at apoptosis related genes. In particular, PAX6 was enriched at the promoters of pro-apoptotic genes such as *Bax* and *Gadd45a*, which were upregulated under NMDA-induced excitotoxic conditions (Fig. S6C). 

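*Bax*, on chromosome 7, was listed in the gene table at 34 and 41.09 FPKM in WT PBS and at 117.8 and 112.67 FPKM in WT NMDA retinas, a log2 fold change of 1.62 (standard error 0.13, adjusted p = 7.07e-06 from limma's test) that was 0.68 after the length correction. *Gadd45a*, on chromosome 6, went from 24.87 and 25.75 FPKM to 69.27 and 47.77 FPKM, a log2 fold change of 1.18 (adjusted p = 9.29e-05 from limma's test) that was 0.43 after the length correction. The call of neither gene changed in any of the 12 alternative settings. In sh*Pax6* retinas *Bax* had a log2 fold change of 0.42 (adjusted p = 0.0404 from limma's test), or 0.24 without sh*Pax6* NMDA replicate 2, and its call changed in 9 of 12 settings. *Gadd45a* had 0.65 in sh*Pax6* retinas (adjusted p = 0.00898 from limma's test), where the call changed in 2 of 12 settings. In JNK3 KO retinas the log2 fold changes were -0.01 for *Bax* and -0.35 for *Gadd45a* (adjusted p = 0.983 and 0.174 from limma's test), and that of *Bax* was 0.08 without JNK3 KO NMDA replicate 2. The ChIP-seq files were not used here.

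**Figure D4:**
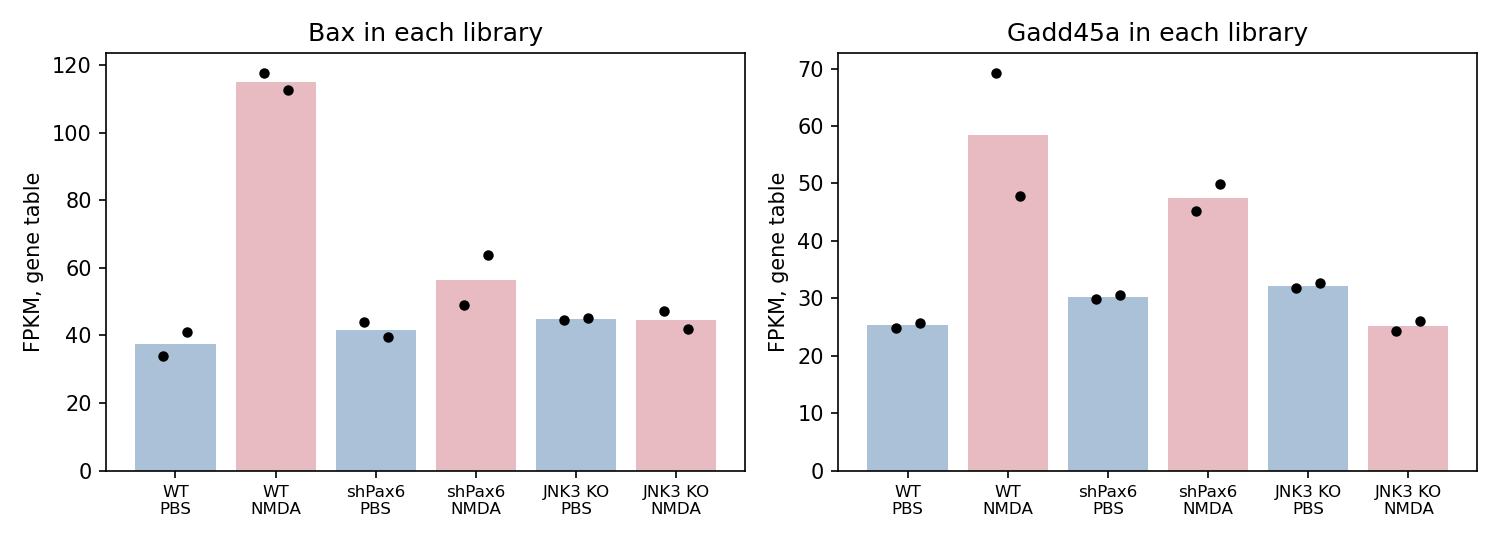
FPKM of *Bax* and *Gadd45a* in the gene table for the 6 groups; bars give the mean of 2 libraries and dots the single libraries. The highest *Bax* value is 117.8 FPKM in WT NMDA, and the 2 WT NMDA values of *Gadd45a*, 69.27 and 47.77 FPKM, lie far apart.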

To validate the ChIP-seq findings, we performed ChIP-qPCR on a selected subset of target genes. Both PAX6 and JNK3 showed strong recruitment to the promoter regions of apoptotic genes in NMDA-treated retinas (Fig. 5L and Fig. S6D). In contrast, the recruitment of JNK3 to the promoters of apoptotic genes was significantly reduced in sh*Pax6*-GFP AAV2.7m8-infected retinas, suggesting that PAX6 is crucial for JNK3 recruitment to these sites. Overall, these results establish that PAX6 and JNK3 functionally cooperate to regulate the transcription of apoptotic genes via coordinated chromatin binding. This mechanistic interaction provides a direct link between extracellular stress signaling and transcriptional activation of neurodegenerative programs, reinforcing the therapeutic potential of targeting the PAX6–JNK3 axis to protect RGCs in retinal injury and glaucoma.

### PAX6 and JNK3 synergistically promote RGC apoptosis in excitotoxic retina

To assess the functional role of PAX6 in NMDA-induced RGCs apoptosis, we performed cytochrome c immunostaining in retinas transduced with AAV2.7m8-sh*Pax6*-GFP. In WT mice injected with control AAV (shScramble-GFP), NMDA exposure led to a substantial loss of RGCs and pronounced cytochrome c accumulation in the ganglion cell layer. In contrast, retinas with PAX6 knockdown maintained higher RGC density and exhibited minimal cytochrome c expression, indicating reduced mitochondrial apoptotic activity (Fig. 6A and Fig. S7A, B). To further assess the role of PAX6 in RGC apoptosis, we conducted a TUNEL assay on sh*Pax6*-GFP AAV2.7m8-treated retinas from 2-month-old mice. Notably, there was a significant increase in TUNEL-positive RGCs in the retinas of WT mice (shScramble-GFP AAV2.7m8-injected) following NMDA-induced excitotoxicity, indicating increased apoptosis (Fig. 6B and Fig. S7C). In contrast, there was no increase in TUNEL-positive RGCs in *Pax6*-deficient retinas (sh*Pax6*-GFP AAV2.7m8-infected) following NMDA-induced excitotoxicity (Fig. 6B and Fig. S7C). These results establish that PAX6 acts as a pro-apoptotic regulator in RGCs and is functionally required for the execution of NMDA-induced cell death. Considering the roles of JNK2 and JNK3 in promoting apoptosis in neurodegenerative diseases [23, 39], we examined whether JNK3 contributes to NMDA-induced RGC death. Importantly, JNK3 KO retinas exhibited a higher number of RGCs following NMDA injection than did retinas from WT mice (Fig. 6C), indicating that JNK3 inhibition protects against NMDA-induced RGC loss. To further confirm the role of JNK3 in RGC apoptosis, we performed a TUNEL assay on JNK3 KO retinas. The number of TUNEL-positive cells, which indicates proliferating or recently divided cells, significantly decreased in NMDA-injected JNK3 KO retinas, confirming reduced apoptosis in the absence of JNK3 (Fig. 6D). Together, these results demonstrate that both PAX6 and JNK3 are essential mediators of NMDA-induced retinal injury, acting in concert to drive apoptosis in ganglion cells. The parallel protective effects observed in PAX6 knockdown and JNK3-deficient retinas suggest a synergistic interaction between these two factors, consistent with their physical association and co-occupancy at pro-apoptotic gene loci. This mechanistic and functional evidence collectively establishes the JNK3–PAX6 transcriptional axis as a central driver of retinal neurodegeneration and highlights its potential as a gene-based therapeutic target in glaucoma.

**Fig. 6:**
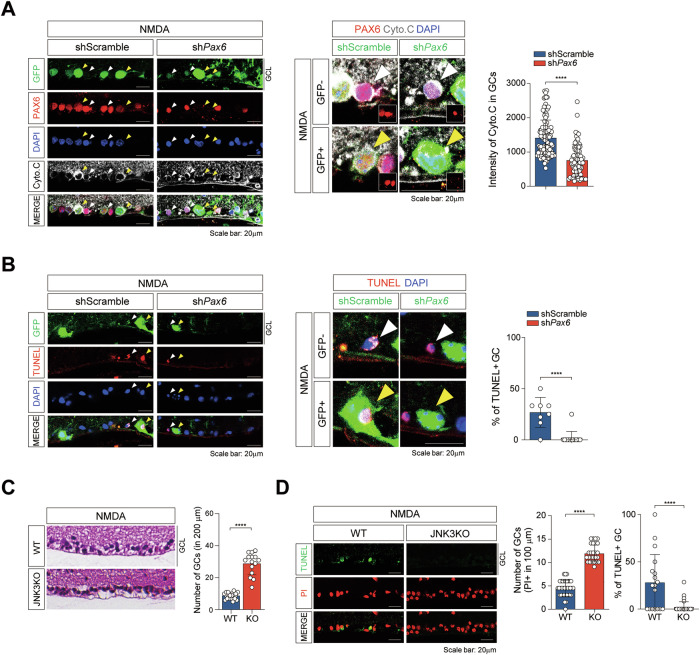
Knockdown or genetic deletion of PAX6 or JNK3 protects RGCs from excitotoxic apoptosis. **A** Immunostaining of NMDA-injected B6J WT mouse retinas with cytochrome c (white), PAX6 (red) antibodies, and DAPI (blue) following subretinal injection of shScramble-GFP AAV2.7m8 or sh*Pax6*-GFP AAV2.7m8. Higher magnification images show cytochrome c (red) expression. The intensity of cytochrome c in GC was quantified using ImageJ (right); Scale bar: 20 μm. **B** Apoptotic cells in NMDA-injected B6J WT mouse retinas were detected using TUNEL assay (BrdU+ cells) following subretinal injection of shScramble-GFP AAV2.7m8 or sh*Pax6*-GFP AAV2.7m8. Higher magnification images show BrdU (red) staining in ganglion cells. The percentage of BrdU-positive cones was quantified using ImageJ (right); scale bar: 20 μm. **C** NMDA-injected JNK3 KO mouse retinas (left) were stained with DAPI and H&E; scale bar: 20 μm. Quantification of the number of GC on 200 μm in NMDA-injected JNK3 KO or WT mouse retinas (right). **D** Apoptotic cells in NMDA-injected JNK3 KO or WT mouse retinas were detected using TUNEL assay (BrdU+ cells); scale bar: 20 μm. The number of GC and percentage of BrdU-positive GC is quantified (right) using ImageJ. Each quantification graph includes *n* = 10 per group, representing biologically independent retinas from three different animals. All error bars represent SEM. *P* values obtained based on Student’s *t*-test. **** *P* < 0.0001.

## Discussion

Glaucoma, a leading cause of irreversible blindness, is characterized by progressive degeneration of RGCs [2]. Although IOP reduction remains the primary therapeutic strategy, many patients continue to lose vision despite adequate IOP control, suggesting the involvement of IOP-independent neurodegenerative mechanisms. In this study, we identify a stress-activated transcriptional mechanism involving the JNK3-PAX6 axis that links excitotoxic injury to pro-apoptotic gene activation in RGCs (Fig. 7). Our results show that JNK3 phosphorylates PAX6 in response to NMDA-induced stress, facilitating its recruitment to chromatin and subsequent transcriptional activation of apoptotic genes.

**Fig. 7:**
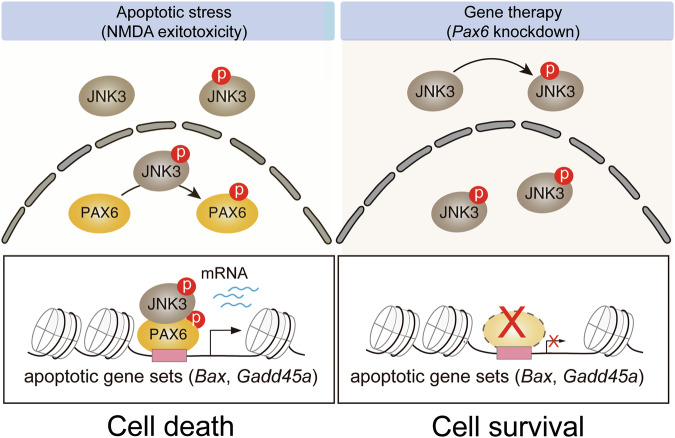
A schematic model illustrating the JNK3–PAX6 axis as a phosphorylation-dependent transcriptional mechanism driving RGC apoptosis. NMDA-induced activation of JNK3 phosphorylates PAX6, promoting its chromatin binding and transcription of pro-apoptotic genes (*Bax* and *Gadd45a*), leading to RGC death (left). AAV-sh*Pax6* gene therapy blocks this process, suppressing apoptotic gene activation and promoting RGC survival (right).

Although classically defined as a developmental regulator, PAX6 expression persists into adulthood, contributing to axon guidance, retinal homeostasis, and postmitotic neuronal functions in the inner retina [40, 41]. Under pathological conditions, PAX6 is implicated in pro-apoptotic responses, including its upregulation in glaucoma models and promotion of cell death in the corneal epithelium [42, 43], suggesting a dual role in maintenance and degeneration. Consistent with this, our scRNA-seq analyses confirmed sustained PAX6 expression in mature RGCs (Fig. 1). Functionally, PAX6 knockdown using intravitreal sh*Pax6*-GFP AAV2.7m8 significantly reduced NMDA-induced RGC apoptosis, as evidenced by decreased cytochrome c release and fewer BrdU-positive nuclei (Fig. 6). Transcriptomic profiling revealed downregulation of pro-apoptotic genes, including Bax and Gadd45a, following PAX6 silencing (Figs. 2 and 5) [44, 45]. These findings demonstrate that PAX6 is not only retained in adult RGCs but also becomes transcriptionally active under pathological stress, where it contributes directly to the activation of apoptotic gene networks.

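The rise of *Bax* after NMDA was larger in WT than in sh*Pax6* retinas by 1.20 on the log2 scale (standard error 0.19, adjusted p = 0.000788 from limma's test), or 0.50 after the length correction (adjusted p = 0.0542), and the call changed in 2 of 12 alternative settings. For *Gadd45a* the difference was 0.53 (standard error 0.21, adjusted p = 0.0586 from limma's test), or 0.26 without WT NMDA replicate 1 and 0.80 without WT NMDA replicate 2, and 0.01 on TPM. Against JNK3 KO retinas the differences were 1.64 for *Bax* and 1.54 for *Gadd45a* (adjusted p = 9.3e-05 and 0.00023 from limma's test), and 0.57 and 0.67 after the length correction (adjusted p = 0.035 and 0.0308), with calls unchanged in all 12 settings. Under PBS, knockdown did not lower either gene, with log2 fold changes of 0.15 for *Bax* and 0.25 for *Gadd45a* in sh*Pax6* against WT retinas (adjusted p = 0.497 and 0.289 from limma's test).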

Phosphorylation is a major regulatory mechanism for transcription factor function. Although previous studies identified ERK, HIPK2, and p38 as PAX6 kinases [27, 28], our findings highlight JNK3 as the primary kinase mediating PAX6 phosphorylation under excitotoxic stress. Upon activation, JNK3 translocates to the nucleus, interacts with PAX6, and promotes its phosphorylation. This modification enhances PAX6 binding to apoptotic gene promoters, as confirmed by ChIP-seq and ChIP-qPCR analyses. Notably, PAX6 phosphorylation was absent in JNK3-deficient retinas, supporting a model in which JNK3 functions upstream of PAX6 to regulate stress-induced transcriptional responses. Although JNK2 is expressed in retinal neurons including RGCs, our IHC analysis showed minimal co-localization between JNK2 and PAX6 under NMDA-induced stress (Fig. S4G), justifying our focus on JNK3. Nonetheless, biochemical kinase assays under high enzyme-to-substrate conditions may reveal latent PAX6 kinase activity of JNK2, warranting further investigation in broader pathological contexts. Collectively, our findings delineate a stepwise mechanism whereby excitotoxic stress activates JNK3, which phosphorylates PAX6, thereby reprogramming transcription in favor of apoptosis (Figs. 3–5). This reveals how a developmental transcription factor can be repurposed in adult neurons under pathological conditions, with PAX6 phosphorylation linking stress-activated kinases to the transcriptional machinery of neuronal cell death. While our analyses strongly support a RGC-centered role of the JNK3-PAX6 axis, we acknowledge that displaced amacrine cells in the GCL may also contribute. Our scRNA-seq integration and amacrine cell and RGC marker-based immunostaining support persistent PAX6 expression and stress-dependent JNK3 interaction primarily in RGCs, yet bulk tissue analysis cannot fully exclude contributions from displaced amacrine cells. Future single-cell or spatial transcriptomic approaches will be essential to definitively resolve cell-type specificity of this pathway. Nonetheless, our current data highlight that the predominant pathological impact of JNK3-mediated PAX6 phosphorylation arises within RGCs, consistent with their selective vulnerability in glaucoma.

From a therapeutic standpoint, targeting transcriptional regulators such as PAX6 offers an upstream strategy to modulate neurodegenerative pathways. AAV-mediated PAX6 silencing provided robust neuroprotection in vivo, preserving both RGC morphology and transcriptional homeostasis. Given that RGC loss often progresses despite normalized IOP, gene regulatory interventions may complement, or even surpass, current pressure-lowering therapies [46]. Unlike downstream neuroprotective strategies, such as brimonidine or Bcl-xL overexpression, the JNK3-PAX6 axis operates at the level of transcriptional initiation. This upstream positioning enables mechanistic precision and allows for combination strategies. For example, NMDA receptor blockade could be paired with PAX6 silencing to inhibit both stress induction and downstream apoptotic signaling. Our findings also support the translational feasibility of this approach, as sh*Pax6*-GFP AAV2.7m8 effectively silenced PAX6 in RGCs and prevented excitotoxic damage. Similar neuroprotective effects have been reported with other AAV-based strategies, including CaMKIIα -driven axonal preservation and Bcl-xL-mediated survival [47, 48]. Nonetheless, further work is needed to address key challenges such as immunogenicity, long-term expression, and cell-type specificity. Non-viral platforms, such as lipid nanoparticles-mediated CRISPR interference, may offer additional precision and safety advantages [49]. Although our study focused on acute NMDA-induced excitotoxicity, JNK signaling is also implicated in chronic RGC degeneration. Therefore, the JNK3-PAX6 axis may be relevant in chronic glaucoma models such as DBA/2 J or microbead occlusion. Investigating this pathway in chronic settings will be essential to fully assess its translational potential.

Conclusively, our study identifies a stress-responsive transcriptional circuit in which JNK3-mediated phosphorylation of PAX6 drives apoptotic gene reprogramming in mature retina. This mechanism redefines the role of a canonical developmental transcription factor in adult neurodegeneration and reveals the PAX6–JNK3 axis as a critical mediator of RGC apoptosis. Most importantly, we demonstrate that targeted suppression of this axis via AAV-mediated gene silencing confers robust neuroprotection in vivo, offering a novel therapeutic paradigm for glaucoma (Fig. 7). As conventional IOP-lowering strategies remain insufficient to prevent vision loss, transcriptionally guided interventions targeting the JNK3–PAX6 pathway may serve as a complementary or even primary strategy for preserving retinal function in glaucomatous neurodegeneration.

## Supplementary information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

Supplementary Table S10

SD Figure legends

SD Figures

Original data files

aj checklist

## Data Availability

Raw and processed RNA-Seq (Figs. 2 and 5) data has been deposited in Gene Expression Omnibus under accession code GSE275656. ChIP-Seq (Fig. 5) data has been deposited in Gene Expression Omnibus under accession code GSE275655. The human and mouse scRNA-seq (Fig. 1) data are available at GEO Accession number GSE196235, GSE216694, and GSE243413.

# Supplementary material for: Aberrant maintenance of developmental transcription factor PAX6 promotes neuronal cell death via JNK3 signaling
**Source:** Cell Death Dis. 2026 Jan 29;17(1):161. doi: 10.1038/s41419-026-08417-6
**Supplement:** Supplementary file 11 — SD Figure legends

**SUPPLEMENTARY FIGURE LEGENDS**

**Supplementary Fig. 1 Single-cell transcriptome analysis of mouse and human retinas. A, B** Feature expression heatmap showing retinal cell type specific markers in mouse (10 groups) (**A**) and human (13 groups) (**B**) retinas. **C** Co-immunostaining of PAX6 (red) with Calb1 and ChAT (amacrine marker) and Brn3a (RGC marker) in the GCL. Nuclei are counterstained with DAPI (white); scale bar: 50 μm.

**Supplementary Fig. 2 Establishment of glaucoma-like excitotoxic model.** **A** Schematic diagram of mouse eye dissection and retinal isolation for histological analysis. **B** Whole mount retinas of PBS- or NMDA-injected mouse stained with DAPI (blue). **C** Apoptotic cells in the INL of PBS- and NMDA-injected mice retinas were detected using TUNEL assay (BrdU^+^ cells) with BrdU (green) and PI (red) staining; scale bar: 20 μm. **D** Immunostaining of PBS- and NMDA-injected B6J wild-type retinas with cytochrome c (green) and DAPI (blue); scale bar: 20 μm. **E** Representative immunofluorescence images showing co-staining of cytochrome c (red) with the amacrine cell marker ChAT (green) and DAPI (white) in PBS- or NMDA-treated retinas. scale bar: 50 μm. **F** Quantification of cell subpopulations presented as stacked percentages (upper panel) and absolute cell numbers (lower panel). Each quantification graph includes n = 3 per group, representing biologically independent retinas from three different animals. All error bars represent SEM.

**Supplementary Fig. 3 PAX6 knockdown suppresses NMDA-induced pro-apoptotic transcriptional programs in RGCs. A**, **B** Outline of experimental design (**A**) and AAV reporter cassettes for knockdown of PAX6 (**B**). **C** Immunostaining of B6J wild-type mouse retinas with PAX6 following subretinal injection of control shScramble-GFP AAV2.7m8 or sh*Pax6*-GFP AAV2.7m8. Quantification of the intensity of PAX6-positive ganglion cells (right); scale bar: 20 μm. Each quantification graph includes n = 3 per group, representing biologically independent retinas from three different animals. All error bars represent SEM. *P* values were obtained based on Student's *t*-test. *** *P* < 0.001. **D, E** Volcano plots showing transcriptomic changes in B6J (**D**) and sh*Pax6*-GFP AAV2.7m8-infected retinas (**E**) treated with PBS or NMDA. Significantly upregulated transcripts (log2FC > 1, P < 0.05) are shown in red, and significantly downregulated transcripts (log2FC < -1, P < 0.05) are shown in blue. Transcripts not meeting these thresholds are displayed in gray. **F** Scatter-line plot showing WCSS (Within-Cluster Sum of Squares) score for k-means clustering on RNA-seq data. Red dashed line indicates the optimal point for k = 4 clusters. **G** Heatmap showing DEGs (in PBS- or NMDA-injected) in control (B6J) and sh*Pax6*-GFP AAV2.7m8-infected (sh*Pax6*) mouse retinas mapped to apoptotic processes.

**Supplementary Fig. 4 PAX6 interacts with JNK3 in the retina of mice with NMDA-induced excitotoxicity.** **A** Immunostaining of B6J wild-type mouse retinas injected with PBS and NMDA with PAX6. Quantification of the intensity of PAX6-positive ganglion cells (right); scale bar: 20 μm. Each quantification graph was based on data from five biologically independent retinas from three different animals. All error bars represent SEM. *P* values were obtained based on Student's *t*-test. n.s., not significant. **B** Profiles of PAX6 binding to the kinases in the MAPK phosphorylation antibody array. **C**, **D** t-SNE visualization of the expression patterns of JNK family (*Mapk8*, *Mapk9*, and *Mapk10*) and kinases (*Map2k1*, *Map2k6*, and *Rps6ka1*) in mouse (**C**) and human (**D**) retinas. **E** Feature expression heatmap showing the JNK family and kinases with retinal cell type specific markers in mouse (10 groups) and human (13 groups) retinas. **F** Immunoblot showing co-immunoprecipitation of endogenous JNK1, JNK2, and JNK3 with PAX6 in mice retinas. The blot was first probed with anti-PAX6 (top panel) and subsequently stripped and re-probed with anti-JNK (bottom panel). The same membrane was used for both probings. **G** Immunostaining of mouse retinas treated with PBS or NMDA, using antibodies against PAX6 (red) and JNK1, JNK2, or JNK3 (green). White arrows indicate co-localization between PAX6 and the respective JNK isoforms. **H** Immunostaining of NMDA-injected B6J wild-type mouse retinas with PAX6 (white) and JNK3 (red) antibodies and DAPI (blue) following subretinal injection of sh*Pax6*-GFP AAV2.7m8.

**Supplementary Fig. 5 JNK3 phosphorylates PAX6 *in vitro* and *in vivo*. A** Purified GST-PAX6 and GST-JNK3 were incubated with [γ-^32^P] ATP isotope or cold ATP for 30 min at 30 ℃. Reaction mixtures were separated using SDS-PAGE and analyzed via an autoradiography, with GST-NRL and GST-c-Jun as positive controls and GST alone as a negative control. **B** Immunoprecipitation and immunoblot showing endogenous phosphorylation of JNK3 in PBS- and NMDA-treated mouse retinas. **C** *In* *vitro* kinase assay using GST-PAX6 with increasing concentrations of GST-JNK3. Representative autoradiography images for phosphorylated proteins (upper panel) or Coomassie staining for total proteins (lower panel). **D** Kinase assay as described in panel (**A**), GST-PAX6 and GST-JNK3 were pretreated with increasing JNK inhibitor SP600125. Representative autoradiography images of phosphorylated proteins (upper panel) or Coomassie staining for total proteins (lower panel).

**Supplementary Fig. 6 PAX6 and JNK3 directly regulate pro-apoptotic functions in the retina of mice with NMDA-induced excitotoxicity.** **A** Correlation matrix of Pearson correlation coefficient values for each indicated sample set. Shades of red indicate an increasing positive correlation coefficient. **B** Volcano plot showing transcriptomic changes in JNK3 KO retinas treated with PBS or NMDA. Significantly upregulated (red) and downregulated (blue) transcripts were identified using thresholds of (abs(log_2_FC) > 1.0, *P* < 0.05). **C** ChIP-seq and RNA-seq tracks of PAX6 in PBS- or NMDA-treated mouse retinas at the selected target genes loci (*Bax*, *Gadd45a*, *Ing4*, *Dedd2*, *Bad,* and *Pdcd2)*. RNA-seq tracks represent gene expression under the respective treatment conditions. **D** Recruitment and presence of PAX6 and JNK3 at *Ing4*, *Dedd2*, *Bad,* and *Pdcd2* promoter regions were validated using ChIP-qPCR. Error bars show mean ± SE. *P* values were obtained using Student's *t*-test. **** *P* value < 0.0001, ** *P* value < 0.01, * *P* value < 0.05, n.s., not significant.

**Supplementary Fig. 7 PAX6 and JNK3 inhibitions protect against ganglion cell death.** **A** Quantification of immunostaining intensity in the nucleus of NMDA-injected B6J wild-type mouse retinas following subretinal injection of shScramble-GFP AAV2.7m8 or sh*Pax6*-GFP AAV2.7m8. **B** Immunostaining of PBS- and NMDA-injected B6J wild-type mouse retinas with cytochrome c (white) and PAX6 (red) antibodies and DAPI (blue) following subretinal injection of shScramble-GFP AAV2.7m8 or sh*Pax6*-GFP AAV2.7m8. High magnification images showing cytochrome c (red) expression, and the percentage of cytochrome c is quantified (right); scale bar: 20 μm. **C** Apoptotic cells were detected in PBS- and NMDA-injected B6J wild-type mouse retinas using TUNEL assay (BrdU+ cells) following subretinal injection of shScramble-GFP AAV2.7m8 or sh*Pax6*-GFP AAV2.7m8. High magnification images showing BrdU (red) staining in ganglion cells, and the percentage of BrdU-positive cells is quantified (right); scale bar: 20 μm.

# Supplementary material for: Aberrant maintenance of developmental transcription factor PAX6 promotes neuronal cell death via JNK3 signaling
**Source:** Cell Death Dis. 2026 Jan 29;17(1):161. doi: 10.1038/s41419-026-08417-6

**Supplementary Fig. 1**

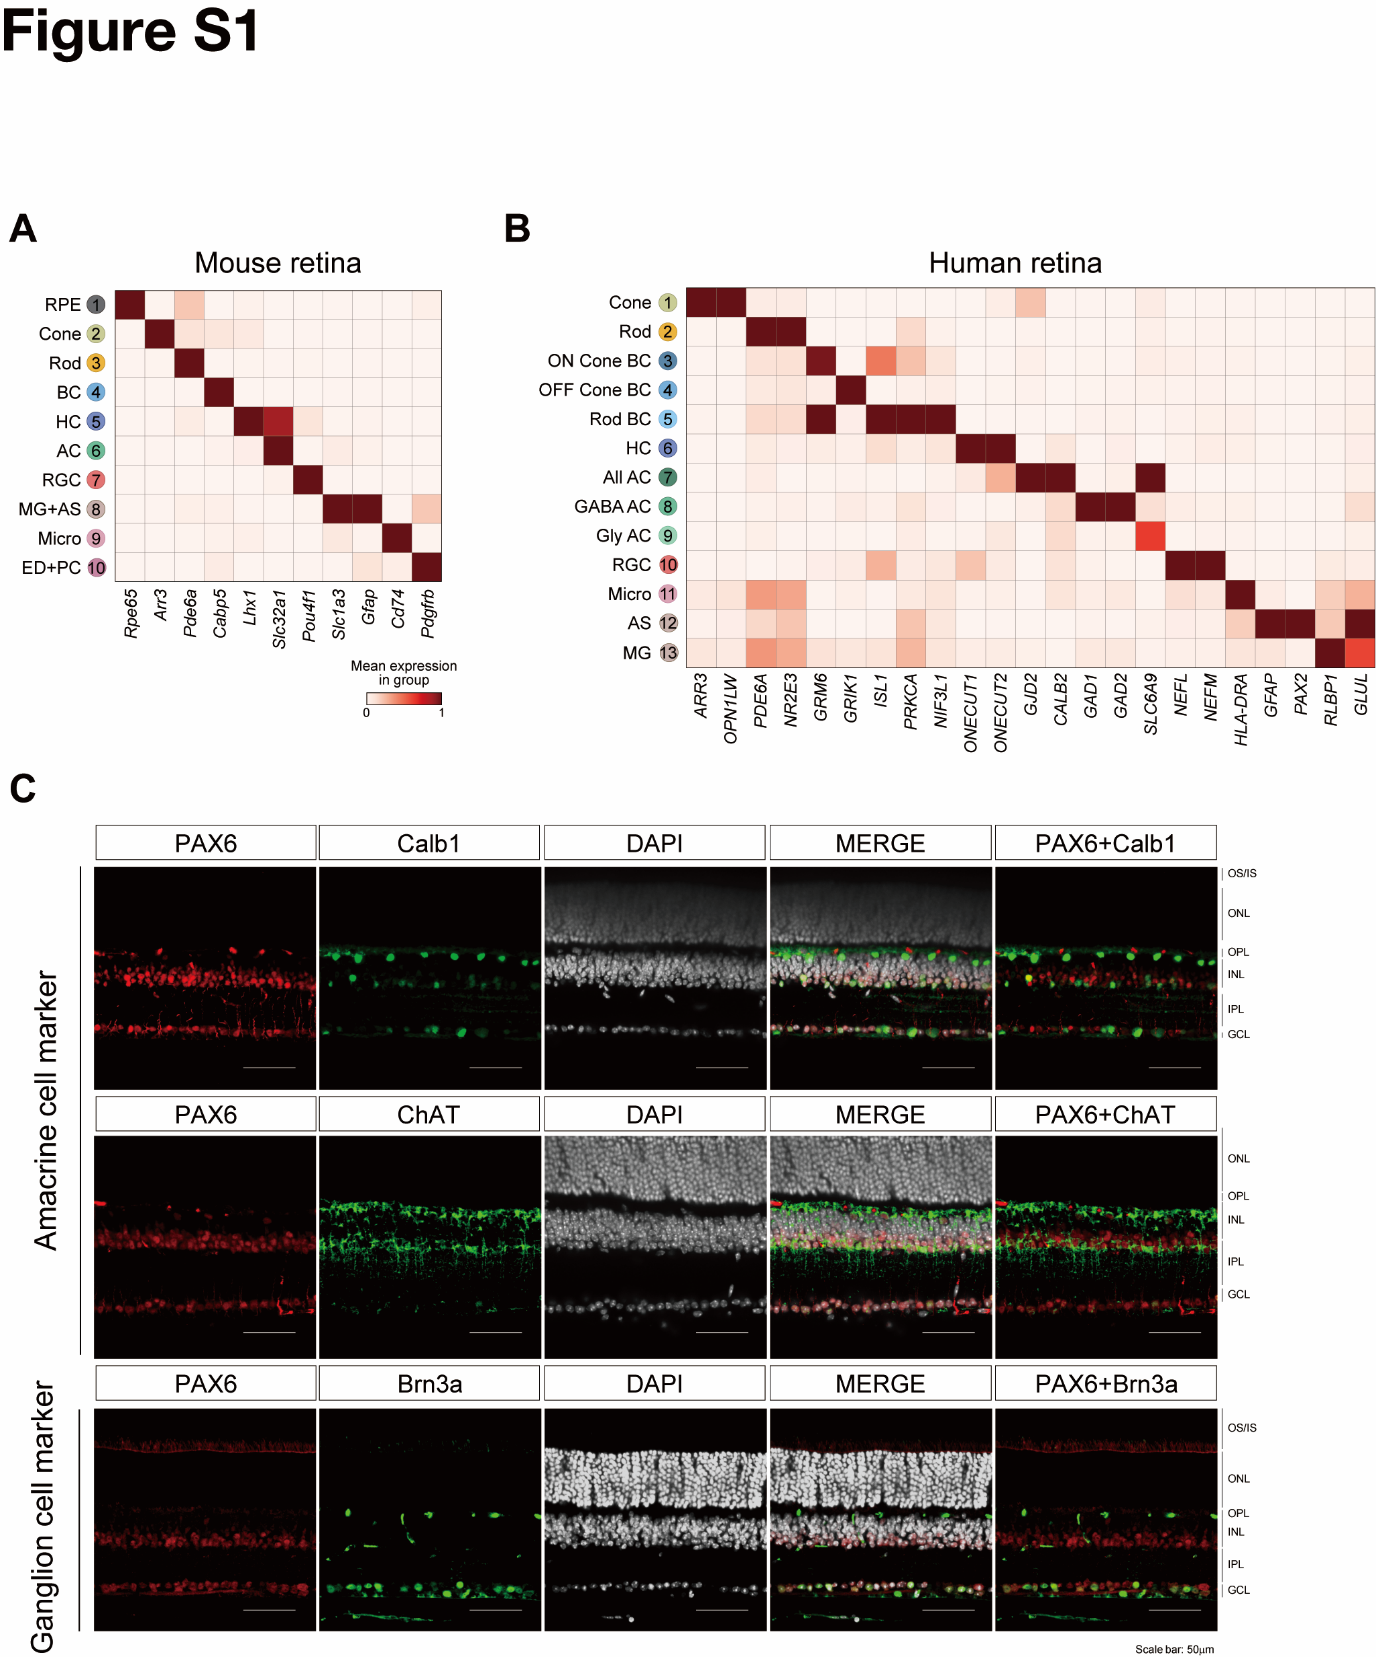

**Supplementary Fig. 2**

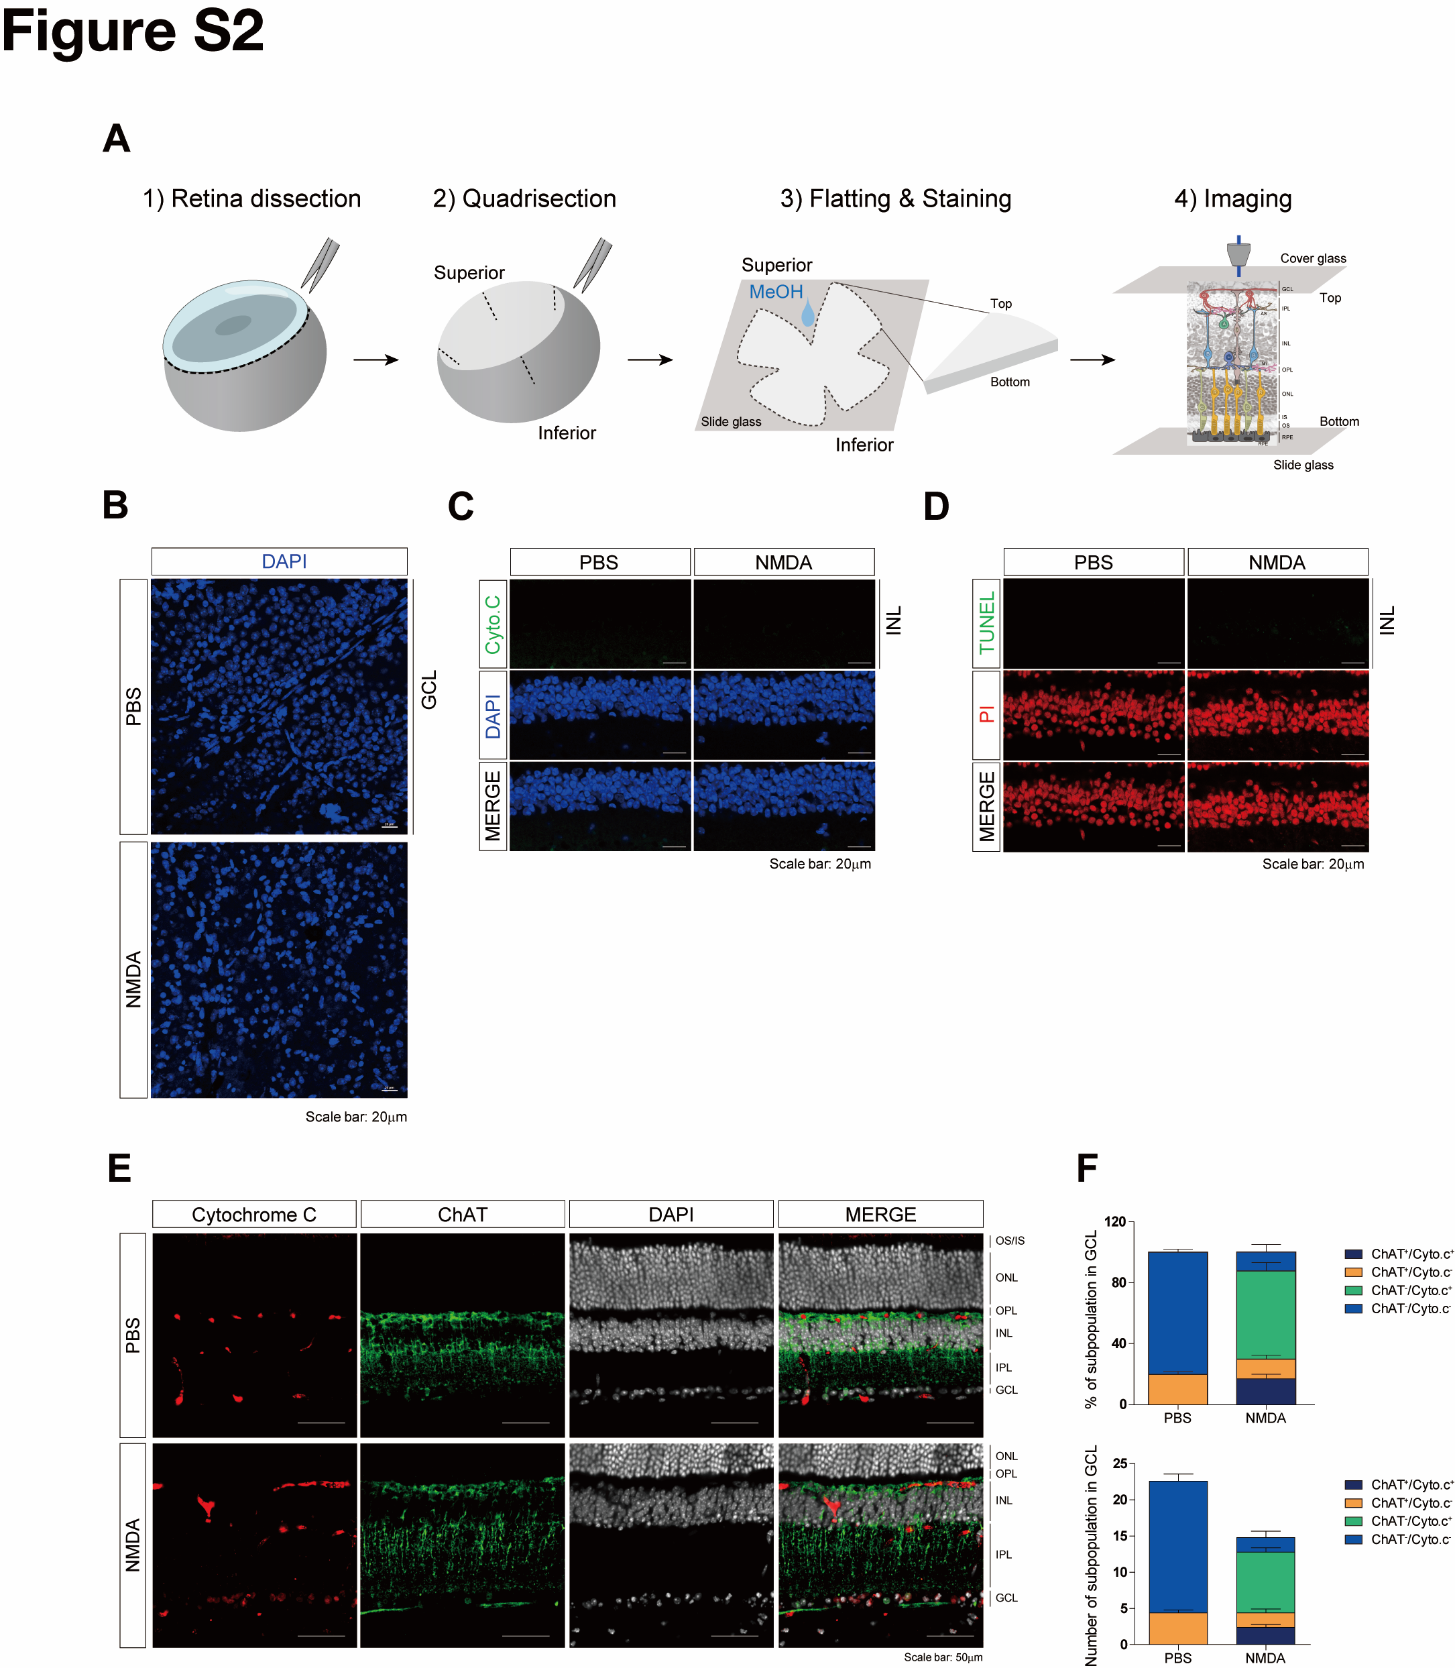

**Supplementary Fig. 3**

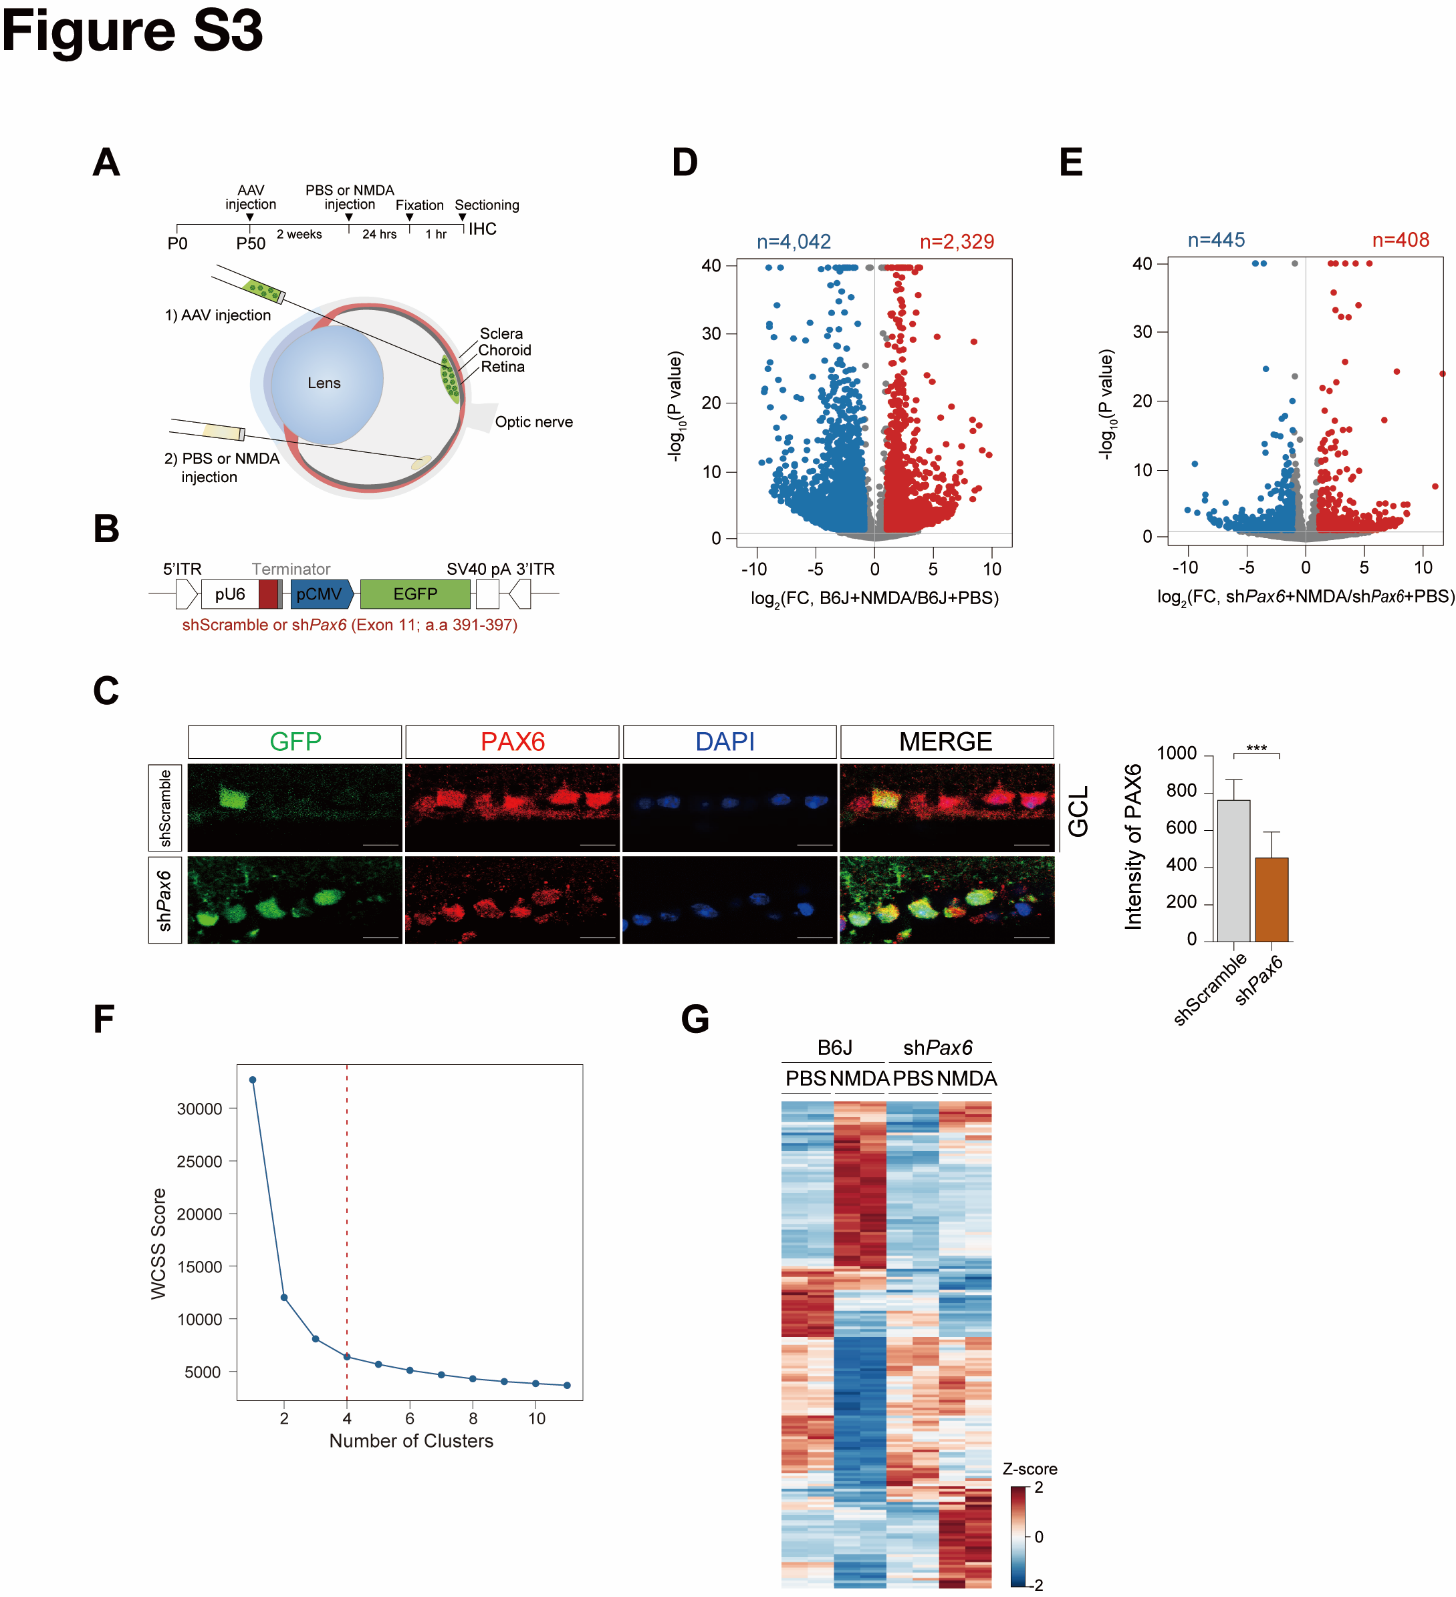

**Supplementary Fig. 4**

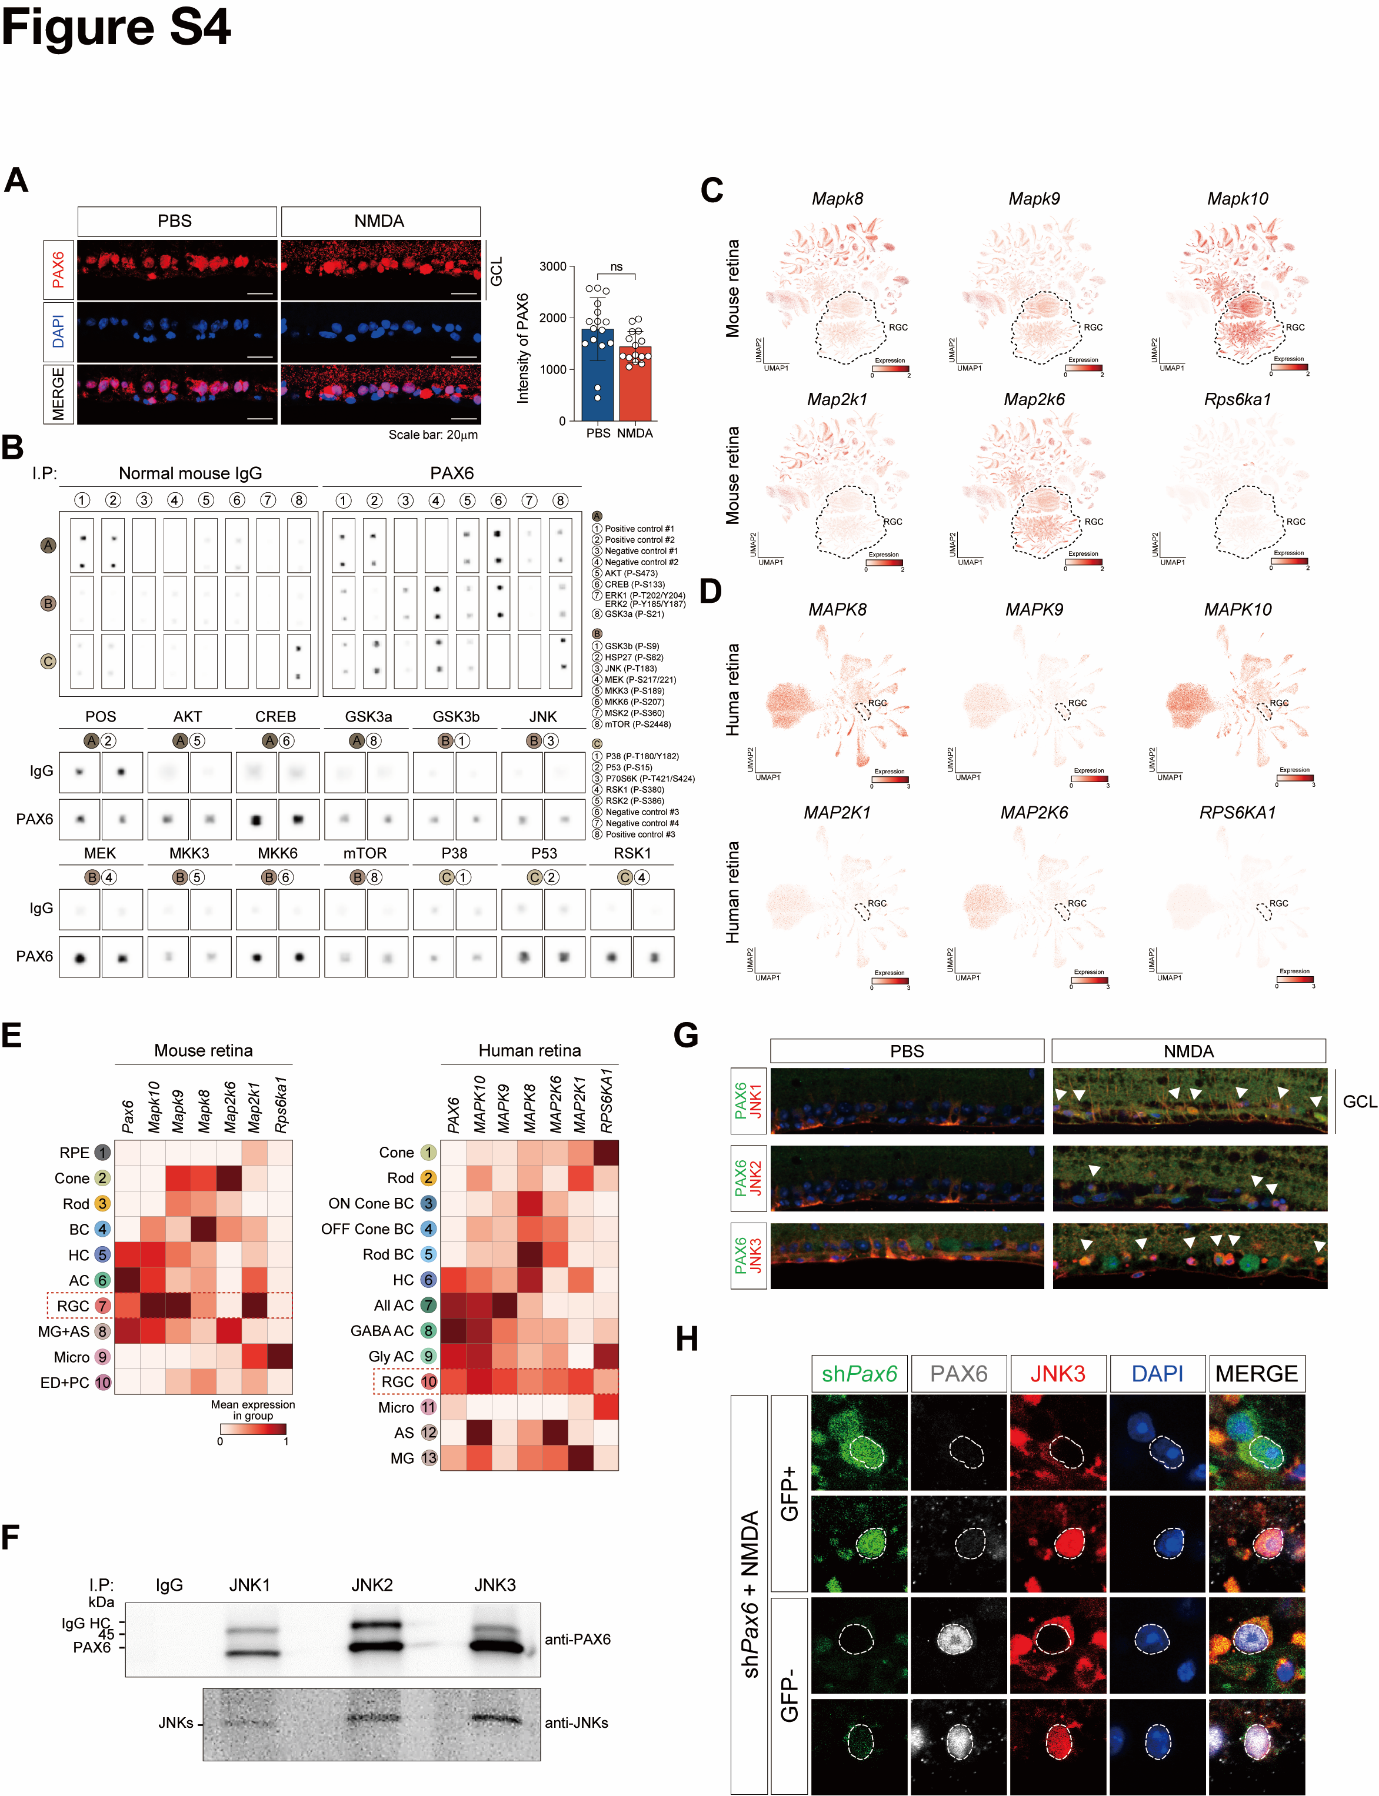

**Supplementary Fig. 5**

**
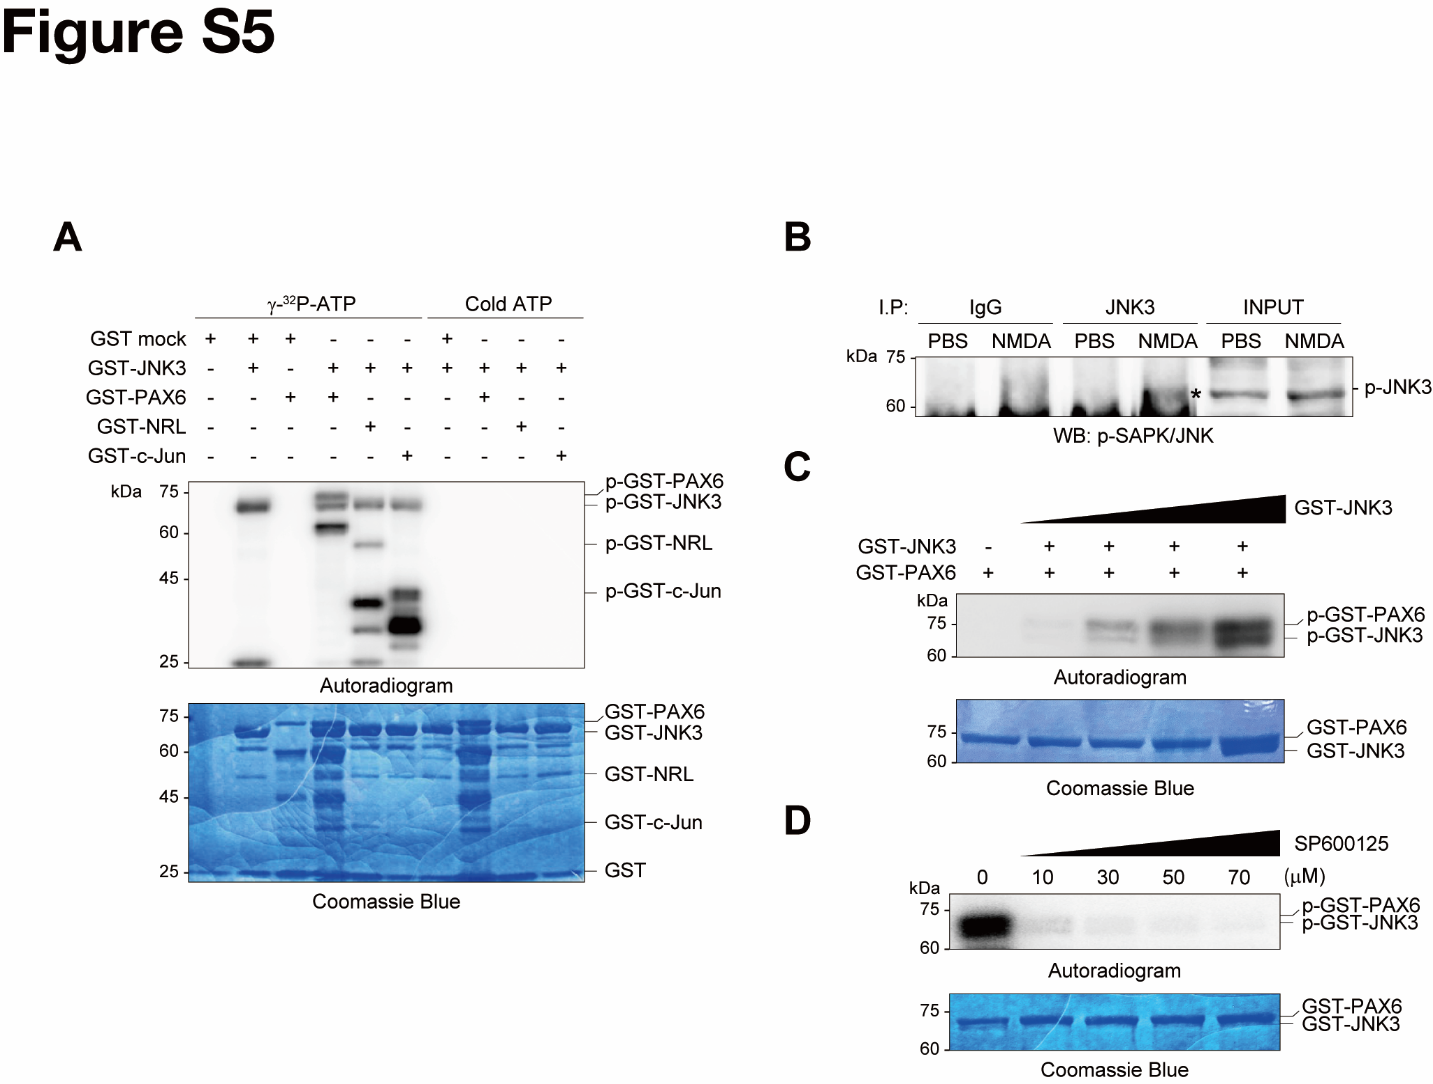
**

**Supplementary Fig. 6**

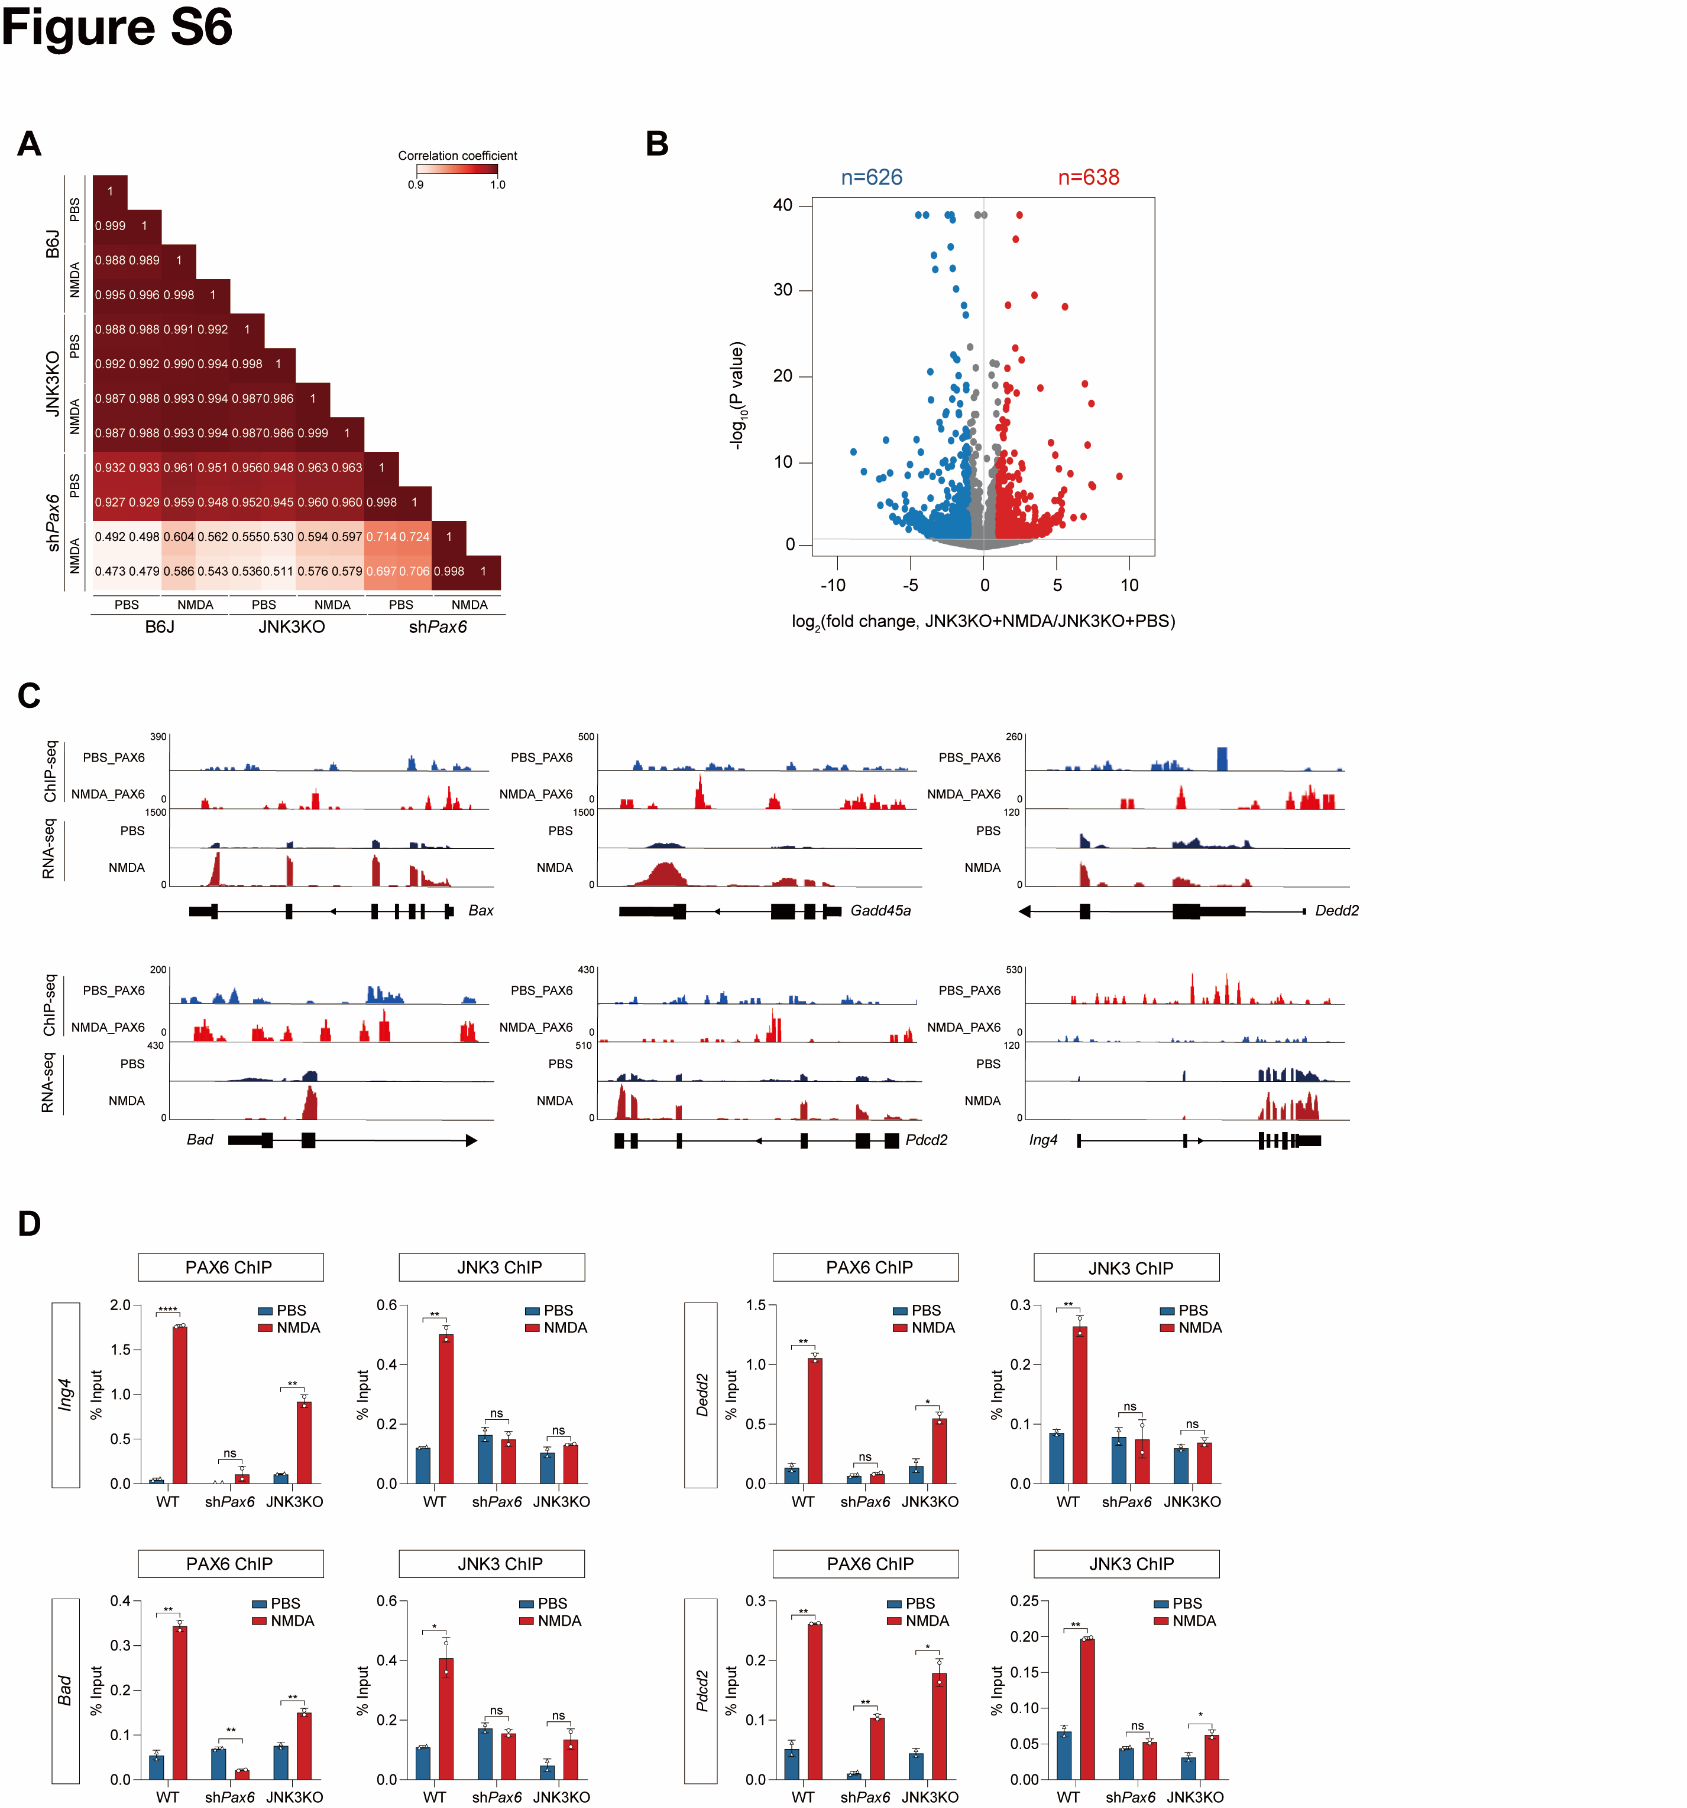

**Supplementary Fig. 7**

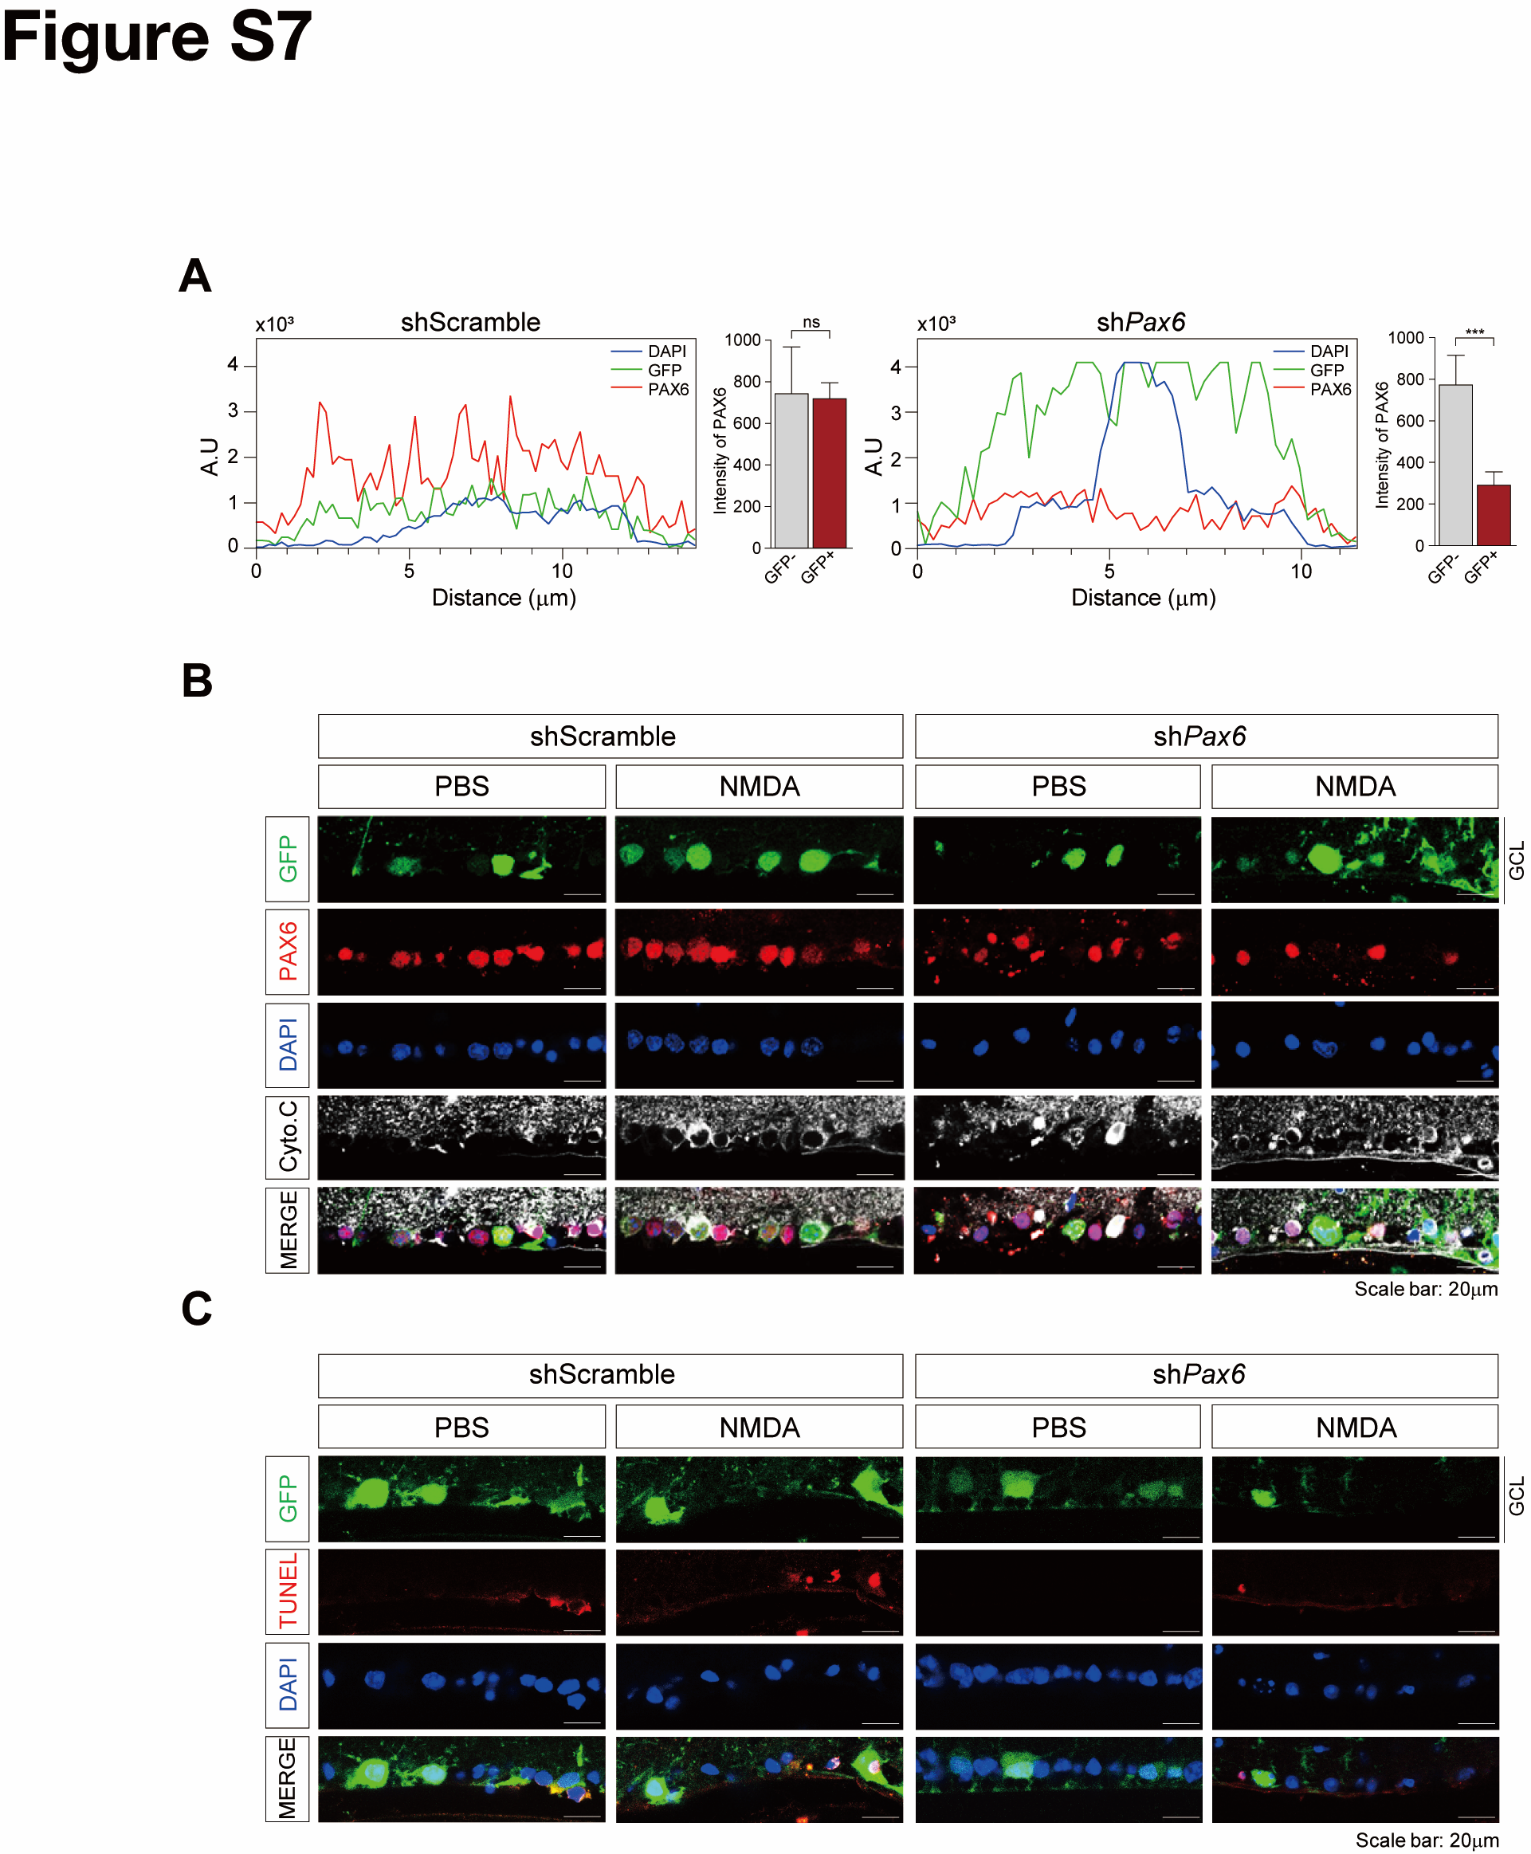

**Supplement:** Supplementary file 12 — SD Figures

# Supplementary material for: Aberrant maintenance of developmental transcription factor PAX6 promotes neuronal cell death via JNK3 signaling
**Source:** Cell Death Dis. 2026 Jan 29;17(1):161. doi: 10.1038/s41419-026-08417-6
**Supplement:** Supplementary file 13 — Original data files

Figure 3A

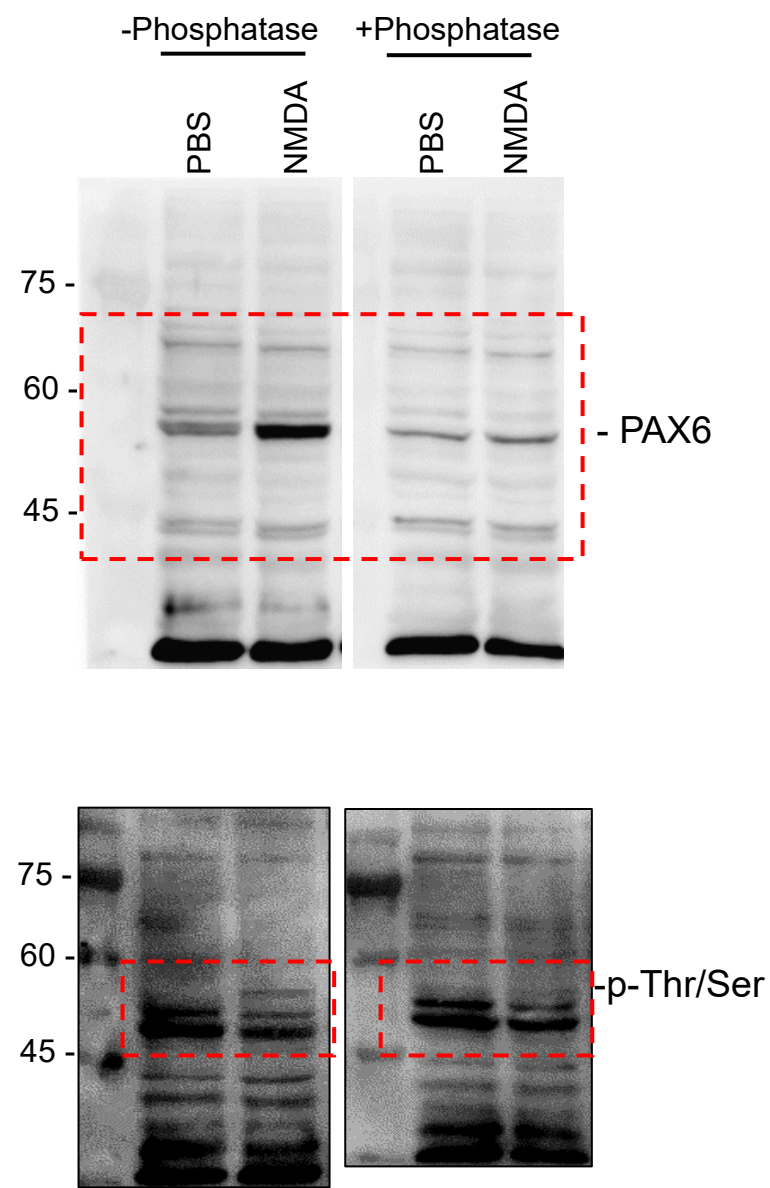

Figure 3E

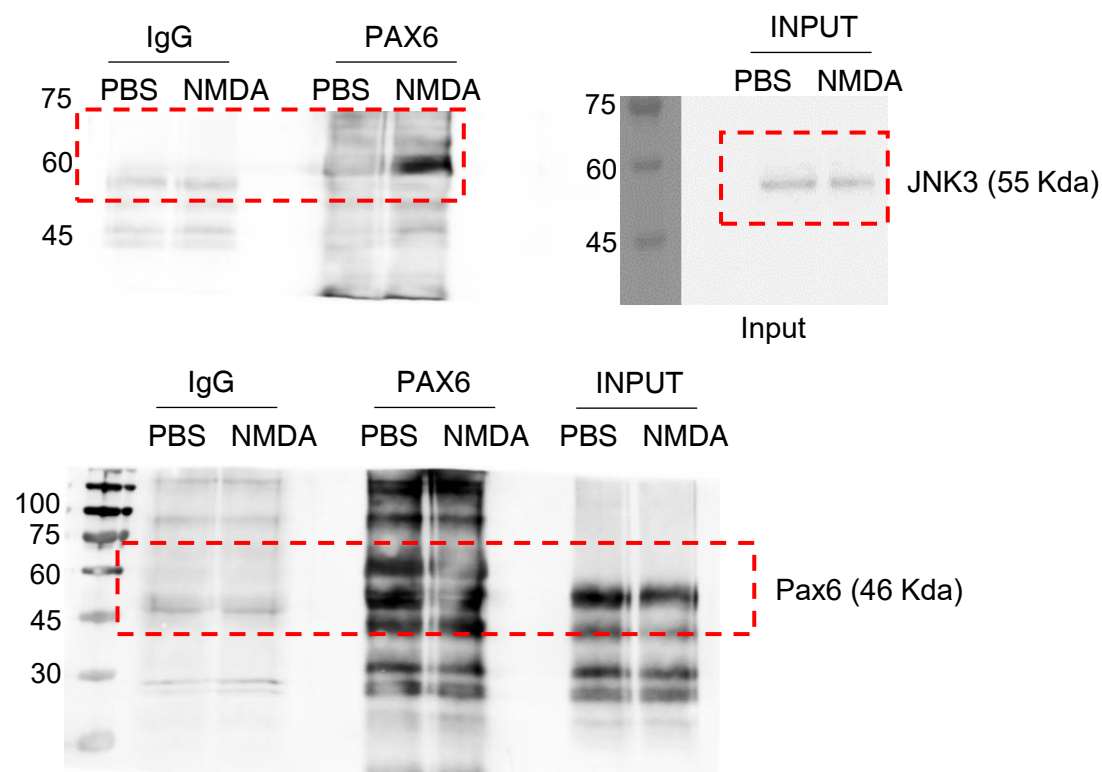

Figure 4C

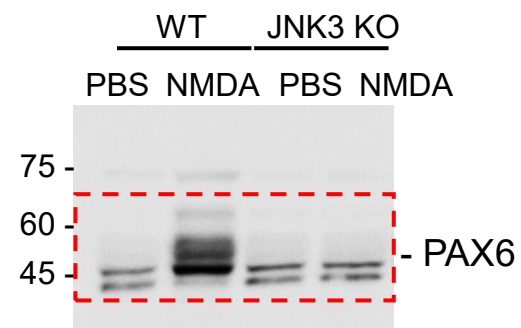

Figure 4D

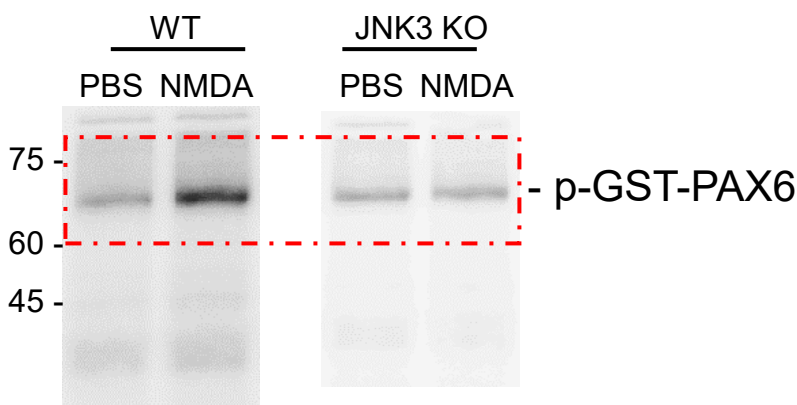

Supplementary Fig. 3F

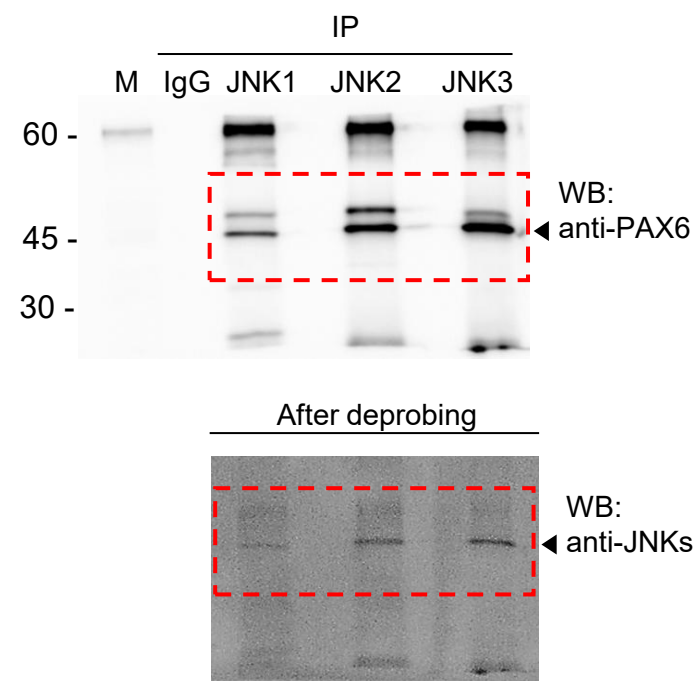

## Supplementary Fig. 4B

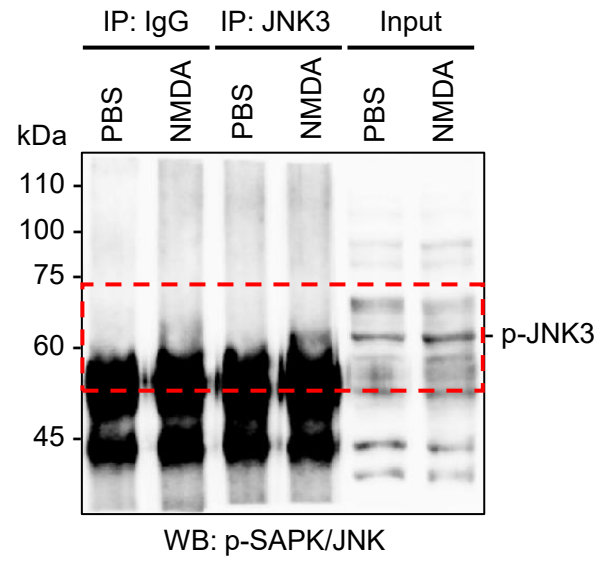

WB: p-SAPK/JNK

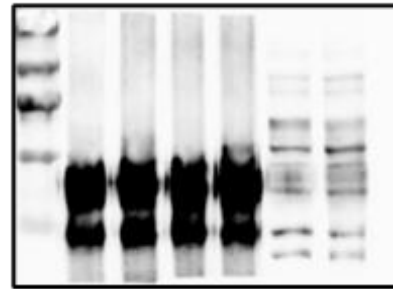

Expose time: 2 min

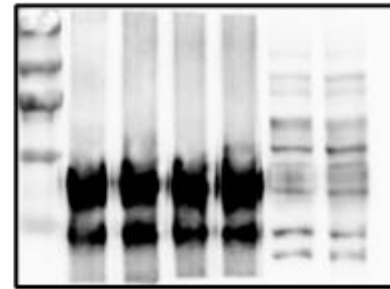

Expose time: 1 min

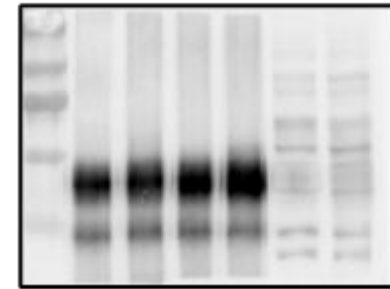

Expose time: 20 sec

How the deposited data were processed for this re-analysis (not part of the article)

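The files analysed hold RNA-seq of 12 libraries of mouse retina, 2 for each of 6 groups: WT (B6J), sh*Pax6* (AAV2.7m8) and JNK3 KO retinas, each 24 h after 1 μL of PBS or of 40 mM NMDA (40 nmol). By the paper's methods, the libraries were made from poly(A) RNA and sequenced as paired ends. The authors aligned the reads to GRCm38 with STAR, estimated abundance with RSEM and deposited FPKM values per gene and per transcript. The authors used edgeR for differential expression. The ChIP-seq data of the study were not used here. No library of retinas infected with the shScramble vector is among the 12.

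Total reads per library, taken from the paper's Table S1, lay between 26535248 and 32392689, and the share mapped uniquely between 87.14% and 90.89%. FPKM are not counts, so the number of reads behind a value, and with it the counting error, is unknown. The precision was therefore judged from the replicates: the median absolute log2 difference between the 2 libraries of a group was 0.24 to 0.63 for transcripts and 0.10 to 0.24 for genes. Transcripts and genes were matched to GENCODE M21 by Ensembl ID, which found 141374 of 142699 transcripts (99.07%) and 55227 of 55487 genes (99.53%). The names of 6397 transcripts were taken from this annotation. A gene's spliced length was that of its transcript with the highest mean FPKM over all 12 libraries. Gene lengths were thus chosen on the same data that the length correction was applied to.

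Before the data were examined, the groups, thresholds, tests, gene naming rule and the alternatives to each choice were set. The lists were also written then, apart from that of Table S5, which the study chose on these libraries, but their use in the 2 comparisons under PBS was added later. The closing section says which tests were chosen only after a result was seen. A result for a gene that the naming rule selected is not reported here. FPKM were put on the scale log2(FPKM + 0.1), and features with a group mean above 1 FPKM in at least 1 of the 6 groups were kept, 49940 transcripts and 16471 genes. A model of 6 group means with 6 residual degrees of freedom was fitted with limma 3.58.1 (lmFit, then eBayes with an intensity trend) in R 4.3.3, with data.table 1.17.8. A change after NMDA was called at an unadjusted p under 0.05, an absolute log2 fold change above 1 and a group mean above 1 FPKM in one of the groups compared, which follows the paper's criteria apart from the variance-mean ratio, added as an alternative with a limit of 2. Differences between responses, and between genotypes under PBS, were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute difference above 1. Transcripts were used for counts, genes for named genes and lists.

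Named genes were all genes the paper names for its RNA-seq and, for each response, the 2 protein-coding genes with the largest rise and the 2 with the largest fall among those with an adjusted p under 0.05, a mean above 1 FPKM in both groups and both NMDA libraries beyond both PBS libraries. For some of them limits are given where they are named, and for others only the log2 fold change is given. A total of 29 lists, 28 written from general knowledge or by gene-name prefix and 1 from the paper's Table S5, were tested in 7 comparisons with camera in limma (inter-gene correlation 0.01) and with fry. The lists were pro-apoptotic, mitochondrial and caspase apoptosis, anti-apoptotic, p53 and DNA damage response, oxidative stress response, NF-κB response, immediate early, RGC, amacrine, bipolar, horizontal, rod, cone, Müller glia, gliosis, microglia and macrophage, neutrophil, lens, RPE, cornea, erythrocyte, interferon response, sex, mitochondrially encoded, cytosolic ribosomal, mitochondrial ribosomal, respiratory chain and protocadherin genes. GO annotation was not used. Clusters were made by k-means with 4 centers and 50 starts. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

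The alternatives were pseudocounts of 1 and 0.5, no filter, a filter on the mean of all 12 libraries, TPM, 75th-percentile and quantile scaling, a spread estimated from the groups compared alone, no intensity trend, a block for replicate number, a correction of each library for its trend on spliced length (lowess span 0.3), the gene table and each library left out in turn. With 1 library left in a group only values were taken, and no p.

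The calls were tested on simulated data in which 200 features changed. At the unadjusted threshold 165 changed transcripts (82.5%) and 198 changed genes (99.0%) were found, with 1738 and 172 false calls. At the adjusted threshold 108 changed transcripts (54.0%) and 189 changed genes (94.5%) were found, with 13 and 9 false calls. With a length trend added, false calls rose to 6884 transcripts and 2447 genes, and the correction brought them to 1701 and 178. In a simulated comparison without change 0 transcripts passed the adjusted threshold and 1681 the unadjusted threshold. The simulated libraries of all groups were drawn with the same spread of a feature. In the data, the median absolute log2 difference between replicates of a transcript was 0.63 in sh*Pax6* NMDA and 0.24 in JNK3 KO NMDA retinas. The simulation therefore cannot show how many false calls come from fitting groups of unequal spread in the same model. Of 100 unchanged lists, 5 had a p under 0.05 by camera and 7 by fry in limma.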

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

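Of the tests in this part, those of sequencing depth, of dilution and of a mislabelled sample, the gene-table count after the length correction, the length correction and scalings of the NF-κB list and the length corrections of *Bax* and *Gadd45a* were chosen only after the results were seen. The single test of dose was split into 1 test per genotype after its values were seen. Results stand here because the response differs between groups beyond the adjusted threshold, or because they come from comparisons the paper does not report. Lists were compared under PBS only as an addition to the comparisons first set.

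The responses of 10405 transcripts differed between WT and sh*Pax6* retinas and those of 11296 between WT and JNK3 KO retinas. The ratio of the WT count to the larger of the other counts was 2.49. It was 2.45 after the length correction of transcripts, at least 2.12 under other scalings and 2.61 without the 100 most abundant transcripts, and both (2) WT NMDA libraries lay within the read depth of the others, so transcript length, scaling, single abundant transcripts and depth are excluded as sole reasons by these tests. Among genes the length correction took the ratio from 2.32 to 1.31, so gene length may account for much of the larger WT count there. Dilution by blood or immune cells was tested on the rod list, which dilution strong enough for the called falls would lower by more than 1. It was at 0.46 in WT, or -0.52 after quantile normalization, so dilution alone is excluded. A smaller dose of NMDA would lower immediate early and NF-κB genes as well. The lower of their differences, that of immediate early genes, was -0.77 from sh*Pax6* (limma's camera adjusted p = 0.157, fry adjusted p = 0.000159), which counts against a smaller dose there. It stayed below 0 in all 12 settings (-1.30 to -0.46, with 4 of them calling it by camera) and with any library left out (-1.18 to -0.44), but its size rests on single libraries. The lower was 0.65 from JNK3 KO retinas, and lay between 0.07 and 0.72 over the 12 settings, with 1 of them changing its call. Loss of JNK3 could itself give this value at a full dose, so the value cannot decide on dose there. The ratio of the fall of the RGC list in JNK3 KO to that in WT was 0.941, and of the amacrine list 0.354. The near-equal fall of RGC genes counts against a smaller dose in JNK3 KO retinas, but the smaller fall of amacrine genes goes with one, so dose stays open there. A biological reading of the transcript counts thus remains a hypothesis, because the length trend touches the same libraries.

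Named genes whose response differed were *Bax* (1.20 from sh*Pax6*, 1.64 from JNK3 KO), *Gadd45a* (1.54 from JNK3 KO), *Bad* (0.98 and 1.32), *Ing4* (0.52 and 1.09), *Dedd2* (0.84 from JNK3 KO), *Pdcd2* (1.39 and 1.88), *Pdcd5* (1.56 and 2.13), *Gadd45b* (1.56 from JNK3 KO), *Pax6* (-1.11 and -1.18), *Mapk8* (-1.75 and -2.10), *Mapk9* (-1.05 and -1.39) and *Mapk10* (-1.84 and -2.72). After the length correction *Bax* was 0.50 from sh*Pax6* (adjusted p = 0.0542 by limma's test), which length may explain, and 0.57 from JNK3 KO. *Gadd45a* was 0 from sh*Pax6* after the length correction, which length may also explain, and 0.67 from JNK3 KO. *Bad* was 0.33 and 0.32, *Pdcd2* 0.80 and 0.95, *Dedd2* 0.42 and *Ing4* 0.24 and 0.52 after it, all weaker except the last. *Pdcd5* (0.84 and 1.01), *Gadd45b* (0.73), *Pax6* (-0.97 and -1.24), *Mapk8* (-0.70 and -0.90) and *Mapk10* (-2.22 and -3.47) kept their calls, *Mapk9* only against JNK3 KO (-0.19 and -0.47). The length used for *Mapk10*, 342 bases, is that of a transcript not annotated as protein-coding, which makes its correction uncertain.

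Of the 29 lists, limma's camera called 12 as different between WT and sh*Pax6* and 17 between WT and JNK3 KO. Among the lists of cell death, stress and early response these were Table S5 (0.55 from sh*Pax6*, 1.56 from JNK3 KO), which the study chose on these libraries and which is not independent, and from JNK3 KO pro-apoptotic (0.79), oxidative stress (0.58), NF-κB (1.74) and immediate early genes (0.65). The length correction put pro-apoptotic at 0.42 (limma's camera adjusted p = 0.0909, call lost in 2 of 12 alternatives), so length may account for part of it. A dose effect in JNK3 KO retinas may account for the immediate early value, 0.65, which is itself the dose test. Length and scaling are excluded as sole reasons for NF-κB, which was 1.54 after the length correction and at least 1.14 under other scalings, with its call kept in 12 of 12 alternatives. Table S5 against JNK3 KO kept its call in all of them too, at 0.80 or more. Against sh*Pax6* retinas Table S5 also kept its call in all 12, but its difference was 0.03 at the lowest. A smaller dose in JNK3 KO retinas stays open for all of these lists.

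Under PBS, 724 transcripts differed between sh*Pax6* and WT retinas, the RGC list was at -1.44 and the neutrophil list at -3.34, or -2.35 at the highest with a library left out. Neutrophil genes were high in WT PBS retinas, with *S100a9* at 92.86 and 99.58 FPKM there and at 2.23 and 1.84 in sh*Pax6* PBS. NMDA given by mistake to the sh*Pax6* PBS libraries is excluded, since 50 genes raised by NMDA in both WT and JNK3 KO retinas (medians 2.11 and 1.46), chosen without the sh*Pax6* libraries, had a median of -0.66 in them against WT PBS (-0.76 to -0.56 over pairs of libraries), with 38 lower. Length is excluded for the RGC list, which was -1.40 after the correction. A response to AAV infection cannot be told apart from knockdown, as the interferon list was at -0.12 (-0.23 without sh*Pax6* PBS replicate 1) and no libraries with the control vector are among the 12. A loss of RGC or of their expression by PAX6 knockdown is therefore a hypothesis only.

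Under PBS, 52 transcripts differed between JNK3 KO and WT retinas, a count that other settings put between 1 and 115. Alleles of another strain around *Mapk10* may account for some of the genes: 1.72% of 348 genes within 20 Mb were called, 6 in all, against 0.192% of 16122 elsewhere, 31 in all (Fisher's exact p = 0.000114). The other 31 are not explained by it.

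*Xist*, a gene outside the naming rule that was chosen after its values were seen, had a mean of 132 FPKM in the sh*Pax6* NMDA libraries (138.45 and 126.45) and at most 0.22 elsewhere. Retinas of female mice in these pools may account for it, since 4 X-linked genes that escape inactivation had a median of 0.50 (0.20 to 0.68) after NMDA and 4 Y-linked genes -1.17 (-1.45 to -1.05). A fall of Y-linked genes was not specific to these pools. In WT retinas *Uty* went from 8.74 and 8.44 FPKM with PBS to 0.56 and 0.65 with NMDA. *Ddx3y* and *Kdm5d* fell there too, whereas *Eif2s3y* went from 50.79 and 53.78 to 50.11 and 62.5 FPKM. Of the 7007 transcripts called in sh*Pax6* retinas, 249 (3.55%) lie on X or Y, against 2.93% of all tested, so sex chromosomes do not account for that count, though effects of sex on other chromosomes were not tested.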

How the results depend on the processing

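Every setting here was set before the data were examined, and the tests of causes in the other parts were not part of it. For each change the cause was not tested unless the setting itself shows it. Over all settings, 124 of the counts stayed the same and 25 moved by more than 1.5-fold. For genes 951 values stayed the same, 63 were weaker, 14 stronger and 16 reversed, and for lists 713 stayed the same, 12 were weaker, 23 stronger and 42 reversed.

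The gene table gave 5809 changed genes for WT (2430 up, 3379 down), 2504 for sh*Pax6* (1614 up, 890 down) and 689 for JNK3 KO retinas (216 up, 473 down), against 17468, 7007 and 2266 transcripts. At an adjusted p under 0.05 it gave 5655 genes for WT against 14232 transcripts. The difference of WT from sh*Pax6* gave 5254 genes against 10405 transcripts, and that from JNK3 KO 5819 against 11296. The share up in JNK3 KO retinas went from 50.7% to 31.3%, in WT from 31.7% to 41.8%, in the difference from JNK3 KO from 33.3% to 43.8%, and under PBS in sh*Pax6* against WT from 25.4% to 12.1%.

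With a spread from only the libraries of the groups compared, sh*Pax6* gave 3936 transcripts (2294 up, 1642 down) and 35 at an adjusted p under 0.05, against 2900, and JNK3 KO gave 189 against 326. Under PBS, sh*Pax6* against WT gave 0 transcripts (3241 at an unadjusted p) in place of 724, and JNK3 KO against WT gave 1, which was up (1937 at an unadjusted p), in place of 52. The same setting raised other counts, for WT at an adjusted p under 0.05 from 14232 to 15741 and for JNK3 KO at an unadjusted p from 2266 to 3153. The difference of WT from JNK3 KO went from 11296 to 15574 transcripts. *Pax6* in sh*Pax6* against WT after NMDA stayed at 0.21 with an adjusted p of 0.162 by limma's test (range of values over the alternatives 0.16 to 0.70). The p53 and DNA damage response list in WT was 0.06 (limma's camera adjusted p = 0.855), the mitochondrial and caspase list in JNK3 KO 0.00 (0.766 by limma's camera) and the NF-κB list in JNK3 KO -0.18 (0.112 by limma's camera).

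The length correction gave 14 transcripts (6 up, 8 down) for JNK3 KO against WT under PBS and 4986 genes up in WT only, against 2824. It left 127 of 164 results the same and made 18 weaker, 6 stronger and 11 reversed. The share up went to 57.5% in WT, 60.9% in the difference from sh*Pax6* (27.0% before), 64.4% in that from JNK3 KO and 45.2% under PBS in sh*Pax6*. *Pax6* in sh*Pax6* against WT after NMDA was 0.16 (adjusted p = 0.0912 by limma's test, lost in 4 of 12 alternatives). Reversed were *Bax* in JNK3 KO (0.11), *Bad* in sh*Pax6* (-0.04) and *Pdcd2* in JNK3 KO (0.06). Reversed lists were p53 and DNA damage response in WT (0.19), in WT against sh*Pax6* (0.00) and in WT against JNK3 KO (0.12), gliosis in WT (0.24), interferon response in WT (-0.34), and in JNK3 KO pro-apoptotic (0.04), mitochondrial and caspase (0.04) and Table S5 (0.11). The pro-apoptotic difference from JNK3 KO was 0.42 (limma's camera adjusted p = 0.0909, call lost in 2 of 12 alternatives).

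TPM left 139 of 164 results the same, with 9 weaker, 1 stronger and 14 reversed, and gave 1679 genes up in WT only. It took the share up in WT to 17.1%, in the difference from sh*Pax6* to 13.3% and in that from JNK3 KO to 16.8%. Reversed or 0 were *Bax* in JNK3 KO (0.00), *Ing4* (0.00), *Dedd2* (-0.02) and *Bcl2l1* (-0.09) in WT against sh*Pax6* and *Bcl2l1* against JNK3 KO (-0.24). Lists reversed in WT were mitochondrial and caspase (-0.13), oxidative stress (-0.01), anti-apoptotic (0.00), rod (-0.12) and interferon response (-0.51). In JNK3 KO they were pro-apoptotic (0.00), mitochondrial and caspase (0.00) and Table S5 (0.02), and oxidative stress in WT against JNK3 KO was -0.02. TPM lowers all values of WT NMDA libraries, whose FPKM totals are higher.

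Quantile normalization gave 6498 transcripts (2213 up, 4285 down) for WT against sh*Pax6* and 30 (11 up, 19 down) for JNK3 KO against WT under PBS. *Bax* in JNK3 KO was 0.04, *Bcl2l1* against JNK3 KO -0.05 and *Myc* against sh*Pax6* 0.48. Mitochondrial and caspase in WT was 0.63 (limma's camera adjusted p = 0.0104, call changed in 4 of 12 alternatives) and in the difference from JNK3 KO 0.82 (0.0389 by limma's camera, call changed in 1 of 12). The p53 and DNA damage list was 0.09 in WT and 0.14 in sh*Pax6* (0.0514 by limma's camera), rod in WT -0.52, interferon in WT -0.26 and Table S5 in JNK3 KO 0.04. Against sh*Pax6*, pro-apoptotic was 0.28 and mitochondrial and caspase 0.27. The 75th-percentile scaling gave 27 transcripts (12 up, 15 down) for JNK3 KO against WT under PBS, with interferon in WT -0.01, p53 and DNA damage in sh*Pax6* 0.17 (0.0504 by limma's camera, call changed in 2 of 12) and Table S5 in JNK3 KO 0.01.

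Without a filter on low values, JNK3 KO against WT under PBS gave 95 transcripts (43 up, 52 down) and mitochondrial and caspase in WT 0.43 (0.0145 by limma's camera). With the filter on the mean FPKM over all 12 libraries, p53 and DNA damage in WT was 0.06, mitochondrial and caspase in JNK3 KO 0.00 and pro-apoptotic against sh*Pax6* 0.16. A pseudocount of 1 gave *Myc* against sh*Pax6* 0.21, p53 and DNA damage in WT 0.04, oxidative stress in JNK3 KO 0.00 and NF-κB against sh*Pax6* 0.05, and one of 0.5 gave 0.08 for *Myc* and 0.01 for p53 and DNA damage. Without the intensity trend JNK3 KO against WT under PBS gave 115 transcripts (58 up, 57 down), *Pax6* after NMDA 0.21 (adjusted p = 0.0796 by limma's test) and *Mapk10* under PBS in JNK3 KO -2.34 (adjusted p = 0.11 by limma's test, call lost in 2 of 12 alternatives).

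A replicate block pairs libraries by number, but the numbers do not pair them: correlations of deviations from group means over 15 pairs lay between -0.0973 and 0.0858 for genes and -0.0142 and 0.0175 for transcripts, with 0 above 0.1. With the block, JNK3 KO gave 192 transcripts at an adjusted p under 0.05, JNK3 KO against WT under PBS 18 (9 up, 9 down) and mitochondrial and caspase in WT 0.43 (0.0447 by limma's camera, call changed in 4 of 12). With block and length correction together, sh*Pax6* against WT under PBS gave 399 transcripts, JNK3 KO against WT 6 (1 up, 5 down), genes up in WT only 4990 and JNK3 KO 128 at an adjusted p. Shares up were 62.1% and 65.0% in the differences from sh*Pax6* and JNK3 KO and 47.1% and 16.7% under PBS. *Pax6* after NMDA was 0.16 (adjusted p = 0.113 by limma's test), *Mapk10* under PBS -2.51 (0.0622 by limma's test, call lost in 2 of 12), *Bax* in JNK3 KO 0.11, *Bad* in sh*Pax6* -0.04 and *Pdcd2* in JNK3 KO 0.06. Lists were p53 and DNA damage 0.19 in WT, 0.00 against sh*Pax6* and 0.12 against JNK3 KO, gliosis 0.24, interferon -0.34, pro-apoptotic, mitochondrial and caspase and Table S5 in JNK3 KO 0.04, 0.04 and 0.11 (the last 0.0464 by limma's camera, call changed in 5 of 12), and pro-apoptotic against JNK3 KO 0.42 (0.0763 by limma's camera).

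On the log2 scale the first principal component carried 28.2%, the correlation of PBS with NMDA was 0.758 in WT and 0.798 in sh*Pax6*, and the cluster highest in sh*Pax6* NMDA held 2826 transcripts. Spearman's rho of log2 fold change on length, in transcripts -0.124 in WT, -0.0503 in sh*Pax6* and 0.065 in JNK3 KO, -0.00813 for sh*Pax6* and -0.102 for JNK3 KO against WT under PBS, was -0.603, -0.171, 0.266, -0.0461 and -0.402 in the gene table with the filter on all 12 libraries, -0.159, -0.0711, 0.0846, -0.0329 and -0.123 after quantile normalization, and 0.126, 0.00398, -0.124, 0.00597 and 0.0729 with GC content in place of length.

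With 1 library left out, the first component carried 61.6% to 75.9%, and rho was -0.131 to -0.114 in WT, -0.0561 to -0.0171 in sh*Pax6*, 0.0405 to 0.0762 in JNK3 KO, -0.021 to -0.00187 for sh*Pax6* and -0.108 to -0.0706 for JNK3 KO under PBS. In WT, medians ranged from 0.57 to 0.78 for pro-apoptotic, -0.08 to 0.05 for p53 and DNA damage, 0.54 to 0.62 for oxidative stress, 1.02 to 1.41 for NF-κB and 1.42 to 1.46 for Table S5. In sh*Pax6* they ranged from 0.55 to 0.64, 0.28 to 0.38, 0.66 to 0.75, 1.51 to 1.71 and 0.37 to 0.51, and in JNK3 KO from -0.03 to 0.03 for oxidative stress and -0.28 to -0.17 for NF-κB. Differences from sh*Pax6* ranged from -0.12 to 0.25 for pro-apoptotic, -0.22 to 0.25 for mitochondrial and caspase, -0.40 to -0.24 for p53 and DNA damage and -0.61 to -0.15 for NF-κB. Those from JNK3 KO ranged from 0.71 to 0.88 for pro-apoptotic, 0.57 to 0.83 for mitochondrial and caspase, 0.52 to 0.70 for oxidative stress and 1.35 to 1.56 for Table S5.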

Differences from the paper's values

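Every alternative mentioned here was set before the data were examined, and no test of causes was made.

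The paper gives 6371 transcripts as changed without naming the groups compared. The count was set against that of WT retinas, for which Fig. S3D shows a similar total, and 17468 were found here. Only the gene table came within 1.5-fold of the paper's value (5809). The gene table counts genes, so where the paper counts transcripts, here and below, its closeness is between unlike units. The paper states 853 for sh*Pax6* retinas, and 7007 were found, with no alternative within 1.5-fold, the lowest being 2504 with the gene table. The paper states 1264 for JNK3 KO retinas, and 2266 were found, which came to 1604 with a filter on the mean FPKM over all 12 libraries. The order of these conditions also differs, since the paper has fewer transcripts in sh*Pax6* than in JNK3 KO retinas and the files gave more. At an adjusted p under 0.05 with a spread from only the libraries compared, the files gave the paper's order, with 35 in sh*Pax6* and 189 in JNK3 KO retinas. The paper calls 853 and 1264 unique to these conditions, but the 853 in its Table S2 split into 408 up and 445 down, close to the totals of Fig. S3E, so 853 was taken as all transcripts changed in sh*Pax6* retinas.

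The paper states 1185 transcripts specifically altered in NMDA-treated sh*Pax6* retinas. The meaning of specifically is not defined, and the count of all called transcripts, 7007, was compared with it, or 5660 with a variance-mean ratio below 2. Transcripts called in sh*Pax6* and not in WT retinas numbered 4354. No alternative came within 1.5-fold.

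Values read by eye from the paper's figures differ as follows. In Fig. S3D the paper shows about 2300 transcripts up and about 4000 down in WT retinas, against 5533 and 11935 here. TPM (3114) and the gene table (2430) came within 1.5-fold of the former, and the gene table (3379) of the latter. In Fig. S3E the paper shows about 410 up and about 450 down in sh*Pax6* retinas, against 3890 and 3117 here, and no alternative came within 1.5-fold. In Fig. S6B the paper shows about 640 up and about 630 down in JNK3 KO retinas, against 1149 and 1117. For the rise a pseudocount of 1 (935) and the filter on all 12 libraries (792) came within 1.5-fold, and for the fall this filter (812) and the gene table (473).

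The Pearson's r of PBS with NMDA libraries, read by eye from the figures, is about 0.88 in WT and about 0.91 in sh*Pax6* retinas in Fig. 2G, and about 0.99 and about 0.71 in Fig. S6A, so the paper's figures differ from each other. The files gave 0.713 in WT and 0.95 in sh*Pax6* retinas, and no alternative reached either figure.

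The paper's count of 1929 genes up in WT retinas only is within 1.5-fold of the 2824 found here. The gene table gave 2002 and TPM 1679.

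Of the statements on genes and lists, the paper states that apoptotic signatures were attenuated in sh*Pax6* retinas, and the pro-apoptotic list was not called as different between the responses of WT and sh*Pax6* retinas (median difference -0.12, or 0.16 above that of all genes, limma's camera adjusted p = 0.246; 0.28 with quantile normalization and 0.16 with the filter on all 12 libraries, also not called). Over the 12 alternatives the difference of the pro-apoptotic list lay between -0.64 and 0.28. The Table S5 list differed in the paper's direction (0.55, limma's camera adjusted p = 7.73e-06). Its difference was 0.03 at the lowest over the 12 alternatives. The paper states that *Bax* and *Gadd45a* were lower after silencing of PAX6, and the difference for *Gadd45a*, 0.53, had an adjusted p of 0.0586 by limma's test, with 1 of 12 alternatives changing that call. The paper states, from GO and GSEA, DNA damage response genes to be enriched among NMDA-induced transcripts. The median of the hand-written p53 and DNA damage response list in WT retinas, which is another measure, was -0.07 (limma's camera adjusted p = 0.709). Its sign changed in 7 of 12 alternatives, and it was 0.19 after the length correction, so it does not decide on the paper's statement.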

Other observations

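The tests of shorter fragments and of length within the rod list were chosen only after the results were seen, and both choices of isoforms had been tried before the rho within the rod list was considered.

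Short genes rose and long genes fell in WT retinas after NMDA. FPKM totals of the WT NMDA libraries were 805627 and 820181 against 541210 to 576921 in the others, and the mean length weighted by FPKM was 1388 and 1366 bases against 1877 to 2008. The implied mean fragment length was 148.3 and 149.3 bases in WT NMDA against 163 and 160.8 in WT PBS libraries, a gap smaller than that between the sh*Pax6* NMDA replicates (139.4 and 161.1), so shorter fragments are not excluded and the libraries are too few to decide. Loss of cells that express long genes, RNA integrity or library preparation and shorter fragments cannot be told apart. The longer isoform fell more in 33.8% of 4669 genes in WT with isoforms chosen in PBS libraries (37.8% in sh*Pax6*, 36.9% in JNK3 KO), and in 45.2%, 52.2% and 45.1% with isoforms chosen over all 12 libraries. With the PBS choice the share was no higher in WT than in the others, and the longer isoform fell less in WT (median difference 1.40), which a loss of cells would allow. RNA integrity would give the trend within single cell types too, and within rod, cone and Müller glia lists rho on length was -0.606 (rod -0.579, cone -0.697, Müller glia -0.621) against -0.54 over all genes, so loss of cells and RNA integrity each met their own test, while the rho within the rod list, considered later, speaks against a loss of cells. All of these stay open.

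The remaining lists had these medians after NMDA in WT, sh*Pax6* and JNK3 KO retinas. Anti-apoptotic genes had 0.57, 0.27 and 0.00, immediate early genes 0.63, 1.39 and 0.15, with 0.36 and 0.97 in WT without WT NMDA replicate 1 or 2. RGC genes had -1.54, -1.39 and -1.45, amacrine -1.30, -1.82 and -0.46, bipolar -0.28, -0.13 and 0.11, horizontal -1.58, -0.50 and 0.38, rod 0.46, -0.68 and -0.40, cone -0.13, -1.39 and -0.50, Müller glia -0.39, 0.39 and 0.30 and gliosis -0.28, 1.04 and -0.18. Microglia and macrophage genes had 0.74, 1.64 and -0.53, neutrophil 2.31, 2.69 and -2.11, lens 1.43, 0.27 and 0.48, RPE -0.63, -0.72 and 0.18, erythrocyte 2.59, 2.04 and -0.69 and interferon response 0.07, 1.14 and -0.28, the last 0.01 in WT without WT PBS replicate 1. The cornea list, with 1 gene tested, had -0.97, 2.67 and 0.19, with 0.12 in WT without WT NMDA replicate 1. Sex genes had -1.73, -1.16 and 0.34, cytosolic ribosomal 2.09, 0.48 and 0.04 and protocadherin -2.01, -0.21 and -0.01. Short genes such as the ribosomal ones and long ones such as protocadherins follow the length trend in WT. A cell type rising or falling is only a hypothesis from these lists.

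The RGC list fell in all 3 genotypes, and its difference was 0.36 between WT and sh*Pax6* and 0.22 between WT and JNK3 KO retinas, with an adjusted p of 0.095 and 0.232 by limma's camera and of 0.00159 and 0.00218 by fry. In the sh*Pax6* retinas it started from a lower level under PBS. The other lists that camera in limma called as different between WT and sh*Pax6* were rod (1.13), cone (1.45), Müller glia (-1.01), gliosis (-1.49), microglia and macrophage (-1.09), lens (1.11), interferon response (-0.97), cytosolic ribosomal (1.65), mitochondrial ribosomal (1.28), respiratory chain (1.40) and protocadherin (-1.91). Between WT and JNK3 KO they were rod (0.83), cone (0.60), microglia and macrophage (0.96), neutrophil (4.01), lens (0.87), erythrocyte (3.39), sex (-1.94), mitochondrially encoded (-0.97), cytosolic ribosomal (2.06), mitochondrial ribosomal (1.43), respiratory chain (1.81) and protocadherin (-2.15). Of the 29 lists, calls by camera that fry also gave numbered 15 of 16 in JNK3 KO, 12 of 12 and 17 of 17 in the differences of WT from sh*Pax6* and JNK3 KO, and 17 of 18 and 10 of 13 in sh*Pax6* and JNK3 KO against WT under PBS.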
